# Transcriptome profiling of primary murine monocytes, lung macrophages and lung dendritic cells reveals a distinct expression of genes involved in cell trafficking

**DOI:** 10.1186/1465-9921-10-2

**Published:** 2009-01-16

**Authors:** Zbigniew Zasłona, Jochen Wilhelm, Lidija Cakarova, Leigh M Marsh, Werner Seeger, Jürgen Lohmeyer, Werner von Wulffen

## Abstract

**Background:**

Peripheral blood monocytes (PBMo) originate from the bone marrow, circulate in the blood and emigrate into various organs where they differentiate into tissue resident cellular phenotypes of the mononuclear phagocyte system, including macrophages (Mϕ) and dendritic cells (DC). Like in other organs, this emigration and differentiation process is essential to replenish the mononuclear phagocyte pool in the lung under both inflammatory and non-inflammatory steady-state conditions. While many studies have addressed inflammation-driven monocyte trafficking to the lung, the emigration and pulmonary differentiation of PBMo under non-inflammatory conditions is much less understood.

**Methods:**

In order to assess the transcriptional profile of circulating and lung resident mononuclear phagocyte phenotypes, PBMo, lung Mϕ and lung DC from naïve mice were flow-sorted to high purity, and their gene expression was compared by DNA microarrays on a genome-wide scale. Differential regulation of selected genes was validated by quantitative PCR and on protein level by flow cytometry.

**Results:**

Differentially-expressed genes related to cell traffic were selected and grouped into the clusters (i) matrix metallopeptidases, (ii) chemokines/chemokine receptors, and (iii) integrins. Expression profiles of clustered genes were further assessed at the mRNA and protein levels in subsets of circulating PBMo (GR1- vs GR1+) and lung resident macrophages (alveolar vs interstitial Mϕ). Our data identify differentially activated genetic programs in circulating monocytes and their lung descendents. Lung DC activate an extremely diverse set of gene families but largely preserve a mobile cell profile with high expression levels of integrin and chemokine/chemokine receptors. In contrast, interstitial and even more pronounced alveolar Mϕ, stepwise downregulate gene expression of these traffic relevant communication molecules, but strongly upregulate a distinct set of matrix metallopetidases potentially involved in tissue invasion and remodeling.

**Conclusion:**

Our data provide new insight in the changes of the genetic profiles of PBMo and their lung descendents, namely DC and Mϕ under non-inflammatory, steady-state conditions. These findings will help to better understand the complex relations within the mononuclear phagocyte pool of the lung.

## Background

Peripheral blood monocytes (PBMo) can emigrate from the blood through the endothelial barrier into various tissues under both non-inflammatory, steady-state conditions and in response to inflammatory stimuli. After extravasation, PBMo undergo rapid phenotype changes and differentiate into cells of the organ resident mononuclear phagocyte system, namely macrophages (Mϕ) and dendritic cells (DC) [1,2]. This highly coordinated process implicates close linkage between monocyte trafficking and cellular differentiation, which shapes the phenotype of the extravasated cells. Monocyte differentiation has been extensively studied *in vitro*. Monocytes cultured in medium containing macrophage colony-stimulating factor (M-CSF) differentiate into Mϕ, while in the presence of granulocyte macrophage colony-stimulating factor (GM-CSF) and Interleukin (IL) -4, monocytes differentiate into DC [3,4]. Although recent *in vivo *investigations have demonstrated that subsets of PBMo can be precursors for DC and Mϕ [5,6], the detailed fate of PBMo once they leave the circulation has not been comprehensively addressed. Moreover, while cell recruitment under inflammatory conditions has been extensively studied, the tissue migration and differentiation of mononuclear phagocytes under non-inflammatory conditions remain poorly understood.

In the lung, cells of the mononuclear phagocyte system are key players in host defense and immunological homeostasis. While Mϕ are generally present in both the lung interstitium and alveolar airspaces, DC are mainly located within the interstitium with only a minor proportion found at the respiratory tract surface areas [7,8]. In addition to their different localization, Mϕ and DC in the lung fulfill distinct and specialized roles in the immune response, which correlate with their different migration properties and cellular phenotypes. In the absence of inflammatory stimuli, DC have a much shorter half-life in the lung compared to Mϕ [9]. Furthermore, DC do not exhibit impressive phagocytic activity, but rather process antigens which are then presented to T cells upon stimulation, causing antigen specific T cell priming. To ensure an effective antigen presentation to T cells, DC must migrate to the regional lymph nodes. In contrast, Mϕ are considered to form resident cell populations both in the interstitium (interstitial macrophages, iMϕ) and in the alveolar airspace (resident alveolar macrophages, rAM), where they function as major sentinel and phagocytic population of the lung for invading pathogens [10]. Alveolar macrophage and DC precursors must migrate from the bloodstream through endothelial and epithelial barriers into the alveolar compartment. This journey requires the expression of genes involved in communication with barrier structures and rapid adjustment to different oxygen concentrations and osmotic pressures.

Trafficking of monocytes into lung tissue and their differentiation into lung resident Mϕ and DC is supposed to be regulated by the expression of specific gene clusters, which promote cell-cell interaction, migration and matrix degradation and the acquisition of tissue specific cellular phenotypes. Traffic related gene clusters include chemokines, integrins, and tissue-degrading matrix metallopeptidases (Mmps), for all of which members have been shown to be functionally important. A complete picture, however, of the gene clusters that are regulated during *in vivo *migration and differentiation of PBMo under non-inflammatory conditions has not yet been obtained. Currently, adaptive changes of cellular phenotypes cannot be directly assessed by cell fate mapping during the slow trafficking of mononuclear phagocytes to lung tissue under steady-state conditions. Therefore, as an alternative approach to gain a better insight into the genetic programs that drive the mononuclear phagocyte migration and differentiation processes, the transcriptomes of circulating monocytes were compared with their lung tissue mononuclear phagocyte progeny. By this approach, gene clusters related to cell migration were identified and confirmed by quantitative real-time PCR (qRT-PCR) analysis that are differentially expressed between PBMo versus lung Mϕ and DC, and which shape the mononuclear phagocyte phenotyes in the circulation and in the lung tissue.

## Methods

### Mice

Experiments were performed with wild-type C57BL/6N mice (six to nine weeks old), which were purchased from Charles River (Sulzbach, Germany) and were maintained under specific pathogen free conditions with free access to food and water. All animal experiments were approved in accordance with the guidelines of Institutional Animal Care and Use Committee and were approved by the local government authority.

### Isolation of peripheral blood monocytes, lung macrophages and lung DC

Mice were sacrificed by an overdose of isoflurane inhalation (Forene^®^, Abbott). Blood was collected from the *vena cava caudalis *and aseptically transferred to 15 ml tubes. Clotting was prevented by addition of EDTA. Erythrolysis was performed with 10 ml 0.8% ammonium chloride lysis buffer. Erythrolysis was stopped by addition of 5 ml of RPMI-1640 medium supplemented with 10% FCS and L-glutamine, and cells were centrifuged (400 × *g*, 10 min, 4°C). The pellet was re-suspended in 10 ml ammonium chloride buffer, and the procedure was repeated. Cells were then washed in 5 ml RPMI-1640 medium supplemented with 10% FCS and L-glutamine, resuspended in PBS/2 mM EDTA/0.5% FCS, and stained for flow cytometry as outlined below.

Macrophages and DC from lungs were isolated as described in detail recently [8,11]. Briefly, lungs were perfused with 20 ml of sterile HBSS until free of blood by visual inspection, then removed and transferred into Petri dishes containing 0.7 mg/ml collagenase A (Roche;) and 50 μg/ml DNAse I (Serva;) in RPMI-1640 medium. Lungs were minced and cut into small pieces, agitated on a shaker (30 min, RT) and then incubated at 37°C for 30 min in a humidified atmosphere containing 5% CO_2_. Cell aggregates were dispersed by repeated passage through a syringe, and filtered through a 200 μm and a 40 μm cell strainer (BD Biosciences), to obtain single cell suspension. Subsequently, cells were rinsed with HBSS and PBS/2 mM EDTA/0.5% FCS, followed by incubation with an excess concentration of unspecific IgG (Octagam, Octapharma, Germany) to reduce non-specific antibody binding. After washing with PBS/2 mM EDTA/0.5% FCS, cells were stained with magnetic bead-conjugated anti-CD11c antibodies (Miltenyi Biotec) followed by magnetic separation according to the manufacturer's instructions. Subsequently, the cell population (containing CD11c positive cells) was stained with CD11c-PE conjugated antibodies (BD Pharmingen) and sorted as outlined below.

To obtain resident alveolar macrophages, bronchoalveolar lavage (BAL) was performed with 500 μl aliquots of sterile PBS/2 mM EDTA (pH 7.2) until a BAL fluid (BALF) volume of 5 ml was recovered following previously described protocols [12]. The BALF was centrifuged (400 × g, 10 min, 4°C); the cell pellet was resuspended in PBS/2 mM EDTA/0.5% FCS, stained with CD11c PE conjugated antibodies (BD Pharmingen) and subjected to sorting.

### Flow cytometric analysis and flow sorting

For staining for flow cytometric analysis and sorting, cells were resuspended in PBS/2 mM EDTA/0.5% FCS. Cell numbers were assessed using a Neubauer chamber. Fc-receptor-mediated and non-specific antibody binding was blocked by addition of excess non-specific immunoglobulin (Octagam^®^, Octapharma, Germany). The following monoclonal antibodies were used at appropriate dilutions for staining: CD11c-PE and -APC (HL3, BD Pharmingen), CD11b-FITC, -APC, and -PE (M1/70, BD Pharmingen), CD115-PE (604 B5 2EII, Serotec), GR-1-PE-Cy7 and -PE (RB6-8C5, Biolegend), F4/80-PE (CI:A3-1, Serotec), biotinylated I-A/I-E (2G9, BD Pharmingen), CD3-PE (17A2, BD Pharmingen), CD19-PE (1D3, BD Pharmingen), NK-1.1-PE (PK136, BD Pharmingen), CD80-PE (1G10, BD Pharmingen), CD86-PE (GL1, BD Pharmingen), B220-PE (RA3-6B2, BD Pharmingen), CD49d-PE (R1-2, Biolegend), CD103-PE (2E7, Biolegend), CD61-PE (2C9G2, Biolegend), Integrin β7 (FIB504, Biolegend).

Staining was performed at 4°C in the dark for 20 min. After staining, cells were washed twice in PBS/2 mM EDTA/0.5% FCS. Biotinylated primary antibodies were further incubated for 5 min with APC-conjugated streptavidin (BD Pharmingen), followed by two additional washes with PBS/2 mM EDTA/0.5% FCS. Cell sorting was performed with a FACSVantage SE flow cytometer equipped with a DiVA sort option and an argon-ion laser at 488 nm excitation wavelength and a laser output of 200 mW (BD Biosciences). A FACSCanto flow cytometer (BD Biosciences) was used for flow cytometric characterization of cell populations. The BD FACSDiVa software package was used for data analysis (BD Biosciences). Purity of sorted cells was ≥ 98% as determined by flow cytometry and differential cell counts of Pappenheim (May-Grünwald-Giemsa)-stained cytospins.

### RNA isolation and cDNA synthesis

After sorting, cells were frozen at -80°C in RLT lysis buffer (Qiagen) with 1% β-mercaptoethanol (Sigma). RNA from highly purified cell populations was isolated using an RNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. Quantification and purity of RNA was determined with an Agilent Bioanalyzer 2100 (Agilent Biosystems). Only those RNA preparations exceeding absorbance ratios of A_260/280*nm *_> 1.90 and of a total amount of RNA greater than 200 ng were used for microarray experiments. The cDNA synthesis, reagents and incubation steps were performed as described previously [13].

### Microarray experiments

A total of 32 animals were used for the microarray experiments. From one mouse, three different cell types, namely PBMo, Mϕ, and DC, were sorted as outlined above, and RNA was extracted. In order to get enough RNA for a labeling reaction, RNA was pooled from 4 different extractions (4 mice, one pool). Two pools of labeled amplified RNA (aRNA) from different cell types were used per microarray hybridization (one per dye to reach a balanced dye swap, see below). The total number of 12 hybridizations were performed with each 4 hybridizations comparing PBMo with Mϕ, PBMo with DC, and Mϕ with DC, respectively.

The sample preparation (reverse transcription, T7 RNA amplification, labeling, purification, hybridization and subsequent washing and drying of the slides) was performed according to the Two-Color Microarray-Based Gene Expression Analysis Protocol version 5.5 using the Agilent Low RNA Input Linear Amplification Kit (Agilent Technologies, Wilmington, DE). Per reaction, 1 μg of total RNA was used. The samples were labeled with either Cy3 or Cy5 to match a balanced dye-swap design. The Cy3- and Cy5-labeled RNA pools were hybridized overnight to 4 × 44 K 60 mer oligonucleotide spotted microarray slides (Mouse Whole Genome 4 × 44 K; Agilent Technologies). The dried slides were scanned using a GenePix 4100A Scanner (Axon Instruments, Downingtown, PA). Image analysis was performed with GenePix Pro 5.0 software. Data were evaluated using the R software [14] and the limma package [15] from BioConductor [16]. The spots were weighted for subsequent analyses according to the spot intensity, homogeneity, and saturation. The spot intensities were corrected for local background using the method of Edwards [17] with an offset of 64 to stabilize the variance of low-intensity spots. The M/A data were LOESS normalized [18] before averaging. Genes were ranked for differential expression using a moderated t-statistic [19]. Statistics were obtained by extracting the contrasts of interest after fitting an overall model to the entire dataset. Candidate lists were created by selecting genes with more than a two-fold difference in expression by keeping a false-discovery rate of 10%. The adjustment for multiple testing was done with the method of Benjamini and Hochberg [20]. Pathway analyses were performed using Pathway-Express from Onto-Tools [21]. The complete data set is accessible online in the GEO database  under the accession number GSE13558.

### Validation of genes by quantitative real time RT-PCR

To validate the results obtained by microarray, RNA transcripts of selected genes were analyzed on independently sorted samples by qRT-PCR using the ΔC_T _method for the calculation of relative changes [22]. The *beta-actin and gapDH *genes were confirmed by qRT-PCR to be ubiquitously and consistently expressed genes among the different cell types analyzed in this study (data not shown), and their averaged expression was used as reference gene. The qRT-PCR analysis was performed with a Sequence Detection System 7900 (PE Applied Biosystems). Reactions (final volume: 25 μl) were set up with the SYBR™Green PCR Core Reagents (Invitrogen), 5 μl cDNA sample and 45 pmol forward (f) and reverse (r) primers. The intron-spanning primer sequences used were: Itgam, 5'-GGA CTC TCA TGC CTC CTT TG-3' (f), 5'-ACT TGG TTT TGT GGG TCC TG-3' (r); Itgb3, 5'-GTC CGC TAC AAA GGG GAG AT-3' (f), 5'-TAG CCA GTC CAG TCC GAG TC-3' (r); Itgb7, 5'-GAG GAC TCC AGC AAT GTG GT-3' (f), 5'-GGG AGT GGA GAG TGC TCA AG-3' (r); Itga4, 5'-TTC GGA AAA ATG GAA AGT GG-3' (f), 5'-AAC TTT TGG GTG TGG CTC TG-3' (r); Itgae, 5'-TGG CTC TCA ATT ATC CCA GAA-3' (f), 5'-CAT GAC CAG GAC AGA AGC AA-3' (r); Adamts2, 5'-AGT GGG CCC TGA AGA AGT G-3' (f), 5'-CAG AAG GCT CGG TGT ACC AT-3' (r); Adam19, 5'-GCT GGT CTC CAC CTT TCT GT-3' (f), 5'-CAG AAC TGC CAA CAC GAA GA-3' (r); Adam23, 5'-GCT CCA CGT ATC GGT CAA CT-3' (f), 5'-CCC ACG TCT GTA TCA TCG TCT-3' (r); Mmp12, 5'-TGA TGC AGC TGT CTT TGA CC-3' (f), 5'-GTG GAA ATC AGC TTG GGG TA-3' (r); Mmp13, 5'-ATC CCT TGA TGC CAT TAC CA-3' (f), 5'-AAG AGC TCA GCC TCA ACC TG-3' (r); Mmp14, 5'-GCC CAA TGG GAA GAC CTA CT-3' (f), 5'-AGG GTA CTC GCT GTC CAC TG-3' (r); Mmp19, 5'-TCC AGT GAC TGC AAA ACC TG-3' (f), 5'-AGT CGC CCT TGA AAG CAT AA-3' (r); Ccl2, 5'-AGC ATC CAC GTG TTG GCT C-3' (f), 5'-CCA GCC TAC TCA TTG GGA TCA T-3' (r); Ccr2, 5'-TCT TTG GTT TTG TGG GCA ACA-3' (f), 5'-TCA GAG ATG GCC AAG TTG AGC-3' (r); Ccl5, 5'-CTG CTT TGC CTA GGT CTC CCT-3' (f), 5'-CGG TTC CTT CGA GTG ACA AAC-3' (r); Ccr7, 5'-GTG GTG GCT CTC CTT GTC AT-3' (f), 5'-GAA GCA CAC CGA CTC GTA CA-3' (r); IL-18, 5'-CTG GCT GTG ACC CTC TCT GT-3' (f), 5'-CTG GAA CAC GTT TCT GAA AGA AT-3' (r); beta-actin, 5'-ACC CTA AGG CCA ACC GTG A-3' (f), 5'-CAG AGG CATA CAG GGA CAG CA-3' (r); GapDH, 5'-TGG TGA AGG TCG GTG TGA AC-3' (f), 5'-TGA ATT TGC CGT GAG TGG AG-3' (r). Data analysis and statistics were performed using the R program. All data are displayed as mean values ± SD. Statistical differences between treatment groups were estimated by ANOVA with Turkey's *post hoc *test for multiple comparisons. Differences were considered statistically significant when *p *values were < 0.05.

## Results

### Immunophenotypic identification and high purity isolation of PBMo, lung DC and lung Mϕ used for transcriptome profiling

For high purity sorting, PBMo were identified as SSC^low^, CD11b^pos^, M-CSF receptor/CD115^pos ^cells following previously reported protocols [23] (Fig. 1A). The cells defined by this approach homogenously expressed the monocyte marker F4/80, and were partially positive for GR-1 and CD11c, with low levels or absence of MHC class II expression, thereby exhibiting the typical phenotype of PBMo [23]. In contrast, no expression of T cell, B cell or NK cell markers (CD3, CD19, and NK1.1, respectively) was detected (Fig. 1B).

**Figure 1:**
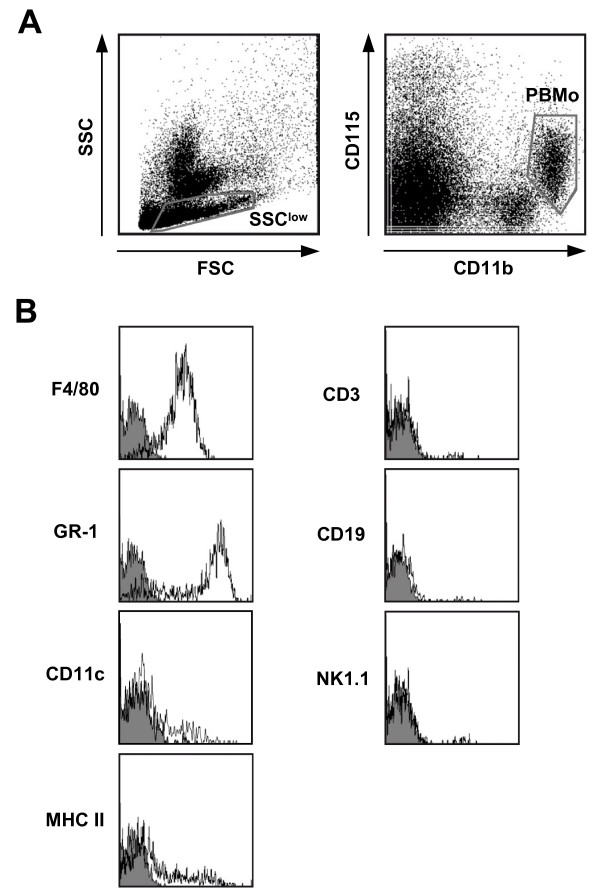
**Identification and characterization of PBMo by flow cytometry**. **A) **Peripheral blood was obtained from untreated mice as described, subjected to erythrolysis, and analyzed by flow cytometry. PBMo were identified as low side scatter (SSC) cell population showing a cell surface expression of CD11b and CD115. **B) **The cell surface antigen distribution profile of PBMo was characterized by flow cytometry. PBMo were gated as displayed in (**A**). Open histograms indicate specific fluorescence of the respective antigen; shaded histograms represent control stained cells. Note that all cells displayed F4/80 expression, but were negative for GR-1, CD3, CD19, B220/CD45R, and NK1.1, thus excluding contamination by neutrophils, T cells, B cells, or NK cells, respectively. Displayed data are representative of three independent experiments.

For high purity separation of Mϕ and DC from lung homogenates, in a first step the CD11c^pos ^cell fraction was isolated from lung homogenates using magnetic bead separation as outlined in the Materials and Methods section. Within this cell population, lung DC were identified as CD11c^pos^, low autofluorescent cells in the FL1 channel, while lung Mϕ were discriminated as CD11c^pos^, high FL1 autofluorescent cells (Fig. 2A). Further phenotyping of accordingly gated subsets revealed the characteristic marker profiles of lung DC and Mϕ, with lung DC displaying a MHC II^high ^CD80^low ^CD86^low ^F4/80^low ^phenotype and lung Mϕ displaying a MHC II^low ^CD80^low ^CD86^neg ^F4/80^pos ^phenotype (Fig. 2B), which were in line with previously published results [8,11]. Lung DC primarily exhibited an immature phenotype, as defined by high expression of MHCII and intermediate expression of the co-stimulatory molecules CD80 and CD86 (Fig. 2B). Neither an expression of CD115 nor of neutrophil, T cell, B cell, or NK cell markers was detected (Fig. 2B). The purity of sorted cells used for the microarray experiments (PBMo, lung DC and lung Mϕ) was assessed by flow cytometry and Pappenheim-stained cytospins and was always ≥ 98%. As sample processing may alter the gene expression profile of primary cells [24], every effort was made to minimize processing time and, where possible, all procedures were performed on ice.

**Figure 2:**
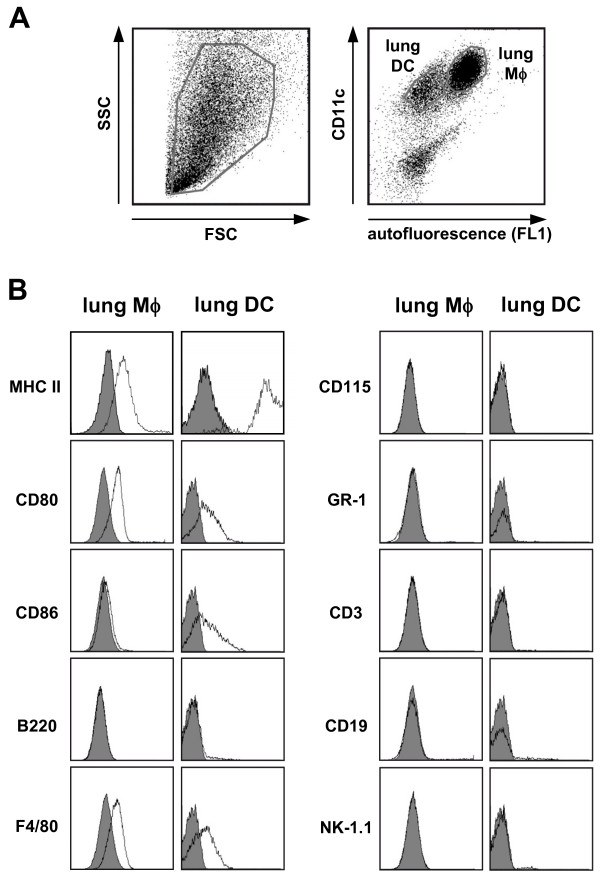
**Identification and characterization of lung Mϕ and DC by flow cytometry**. **A) **CD11c positive cells were obtained from lung homogenate by magnetic bead isolation, stained for CD11c, and analyzed by flow cytometry. Lung DC and lung Mϕ were differentiated by CD11c expression and autofluorescence with lung DC displaying a low autofluorescence and lung Mϕ displaying a high autofluorescence in the FL1 channel. **B) **The cell surface antigen distribution profiles of lung Mϕ and lung DC were analyzed by flow cytometric analysis. Lung Mϕ and DC were gated as displayed in (**A**). Open histograms indicate specific fluorescence of the respective antigen; shaded histograms represent control stained cells. Displayed data are representative of three independent experiments.

### Differentially expressed genes between PBMo, lung DC and lung Mϕ

After cell sorting and RNA isolation, gene expression profiles of PBMo, lung DC and lung Mϕ were compared by DNA microarray on a whole genome scale. 

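The arrays compared the RNA of 3 cell types sorted from 32 naïve mice. RNA was pooled from 4 mice at a time, which gave 8 pools per cell type, and 12 hybridizations carried a Cy3-labelled pool of one cell type and a Cy5-labelled pool of another, 4 for each comparison with the dyes balanced. The authors corrected the spot intensities for local background with a constant offset, normalized them by LOESS, averaged them and fitted an overall model with limma. The deposited values are 1 log2 ratio per spot of the array for each of the comparisons of lung Mϕ with PBMo, lung DC with PBMo and lung Mϕ with lung DC, and a positive value means a higher level in the cell type named first. The sample labels call the macrophages alveolar, whereas the paper sorted them from whole lung homogenate, and the paper's name is used throughout. The ratio of lung Mϕ to PBMo minus that of lung DC to PBMo equalled the ratio of lung Mϕ to lung DC in every spot, with a largest deviation of 1.07e-14, so the 3 columns are contrasts of the same fitted model. They hold no replicate values and no residual, and neither a test nor an error between pools could be computed. Genes are therefore called higher or lower when the log2 ratio was above 1 or below -1, more than 2-fold, with no false-discovery rate. The row numbers of the deposited table did not follow the feature numbers of the array's annotation. With row numbers taken as feature numbers, differences between transcripts held a share of 0.389 of the variance over the probes of 5899 transcripts with more than 1 probe, against 0.397 in random order. After 384 rectangular orders had been tried, of which the best reached 0.416, 32 interleaved orders of the array's rows and columns were tried, and 1 of them gave 0.907 while the next gave 0.413. This order was found after the values had been seen. Chosen again on 2949 of the transcripts, it gave 0.903 on the 2950 left out, and the genes of Table 1 then served as a separate check. Through this order 33653 probes had 1 gene symbol, 56 had several and were not used, and 11511 spots were not listed in the annotation, so that 19087 genes were analysed, each as the mean of its probes. Over 218 transcripts with at least 8 probes, the median SD between probes of the same transcript was 0.0501 for lung Mϕ against PBMo, 0.0502 for lung DC against PBMo and 0.0567 for lung Mϕ against lung DC, with a largest of 0.700, which measures the spots and not the mice. Probes of other transcripts, such as those of Mmp14, differed more. The number of arrays limits the precision. The medians over all spots were -0.00247, -0.00502 and 0.00507.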

For each comparison, four hybridizations were performed. Genes that exhibited a greater than two-fold change in expression were considered as being differentially expressed, as described in the Materials and Methods section. Among the genes differentially expressed between lung Mϕ and PBMo, 1530 genes were up-regulated, and 1440 genes were down-regulated. 

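Lung Mϕ were set apart from PBMo by genes of lipid handling and by some scavenger receptors, and PBMo by genes of circulating monocytes. Of 19087 genes, 1044 were more than 2-fold higher in lung Mϕ and 857 more than 2-fold lower. The highest log2 ratio was 7.81 for Fabp1, a fatty acid binding protein, followed by 7.22 for Cidec, a protein of lipid droplets. Marco and Mrc1, receptors that take up particles and glycoproteins, had log2 ratios of 6.19 and 6.04, while of 36 pattern recognition and scavenger receptors 12 were higher and 7 lower. The lowest were -6.59 for Plac8, -6.33 for F13a1, a subunit of coagulation factor XIII, and -6.32 for Ly6c2, a surface antigen of monocytes. All 28 measured markers of alveolar macrophages were higher in lung Mϕ, with a median log2 ratio of 4.07. Of 31 genes of lipid handling and PPARγ targets, 16 were higher and 2 lower, with Angptl4, a lipase inhibitor, at 5.38 and Apoe, an apolipoprotein, at -3.46. Of 37 genes of lysosomes and phagocytosis, 11 were higher and none was lower, among them the proteases Ctsk at 4.26 and Ctsd at 3.41. Of 22 blood monocyte markers, 19 were lower in lung Mϕ. Markers of other blood cells moved with this comparison. The NK cell markers were lower in lung Mϕ for 17 of 21 genes, the platelet markers for 11 of 20, the neutrophil markers for 10 of 17 and the B cell markers for 7 of 16. Of 42 immediate early and dissociation response genes, 11 were higher and 3 lower, and Egr2, a transcription factor of this list, had a log2 ratio of 6.70.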

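Lung DC were higher than PBMo in genes of antigen presenting cells and in genes that are also high in lung Mϕ, and fewer genes were lower. Of the genes measured, 767 were more than 2-fold higher in lung DC than in PBMo and 209 more than 2-fold lower. The highest log2 ratios were 5.09 for Fabp1, 4.91 for Zmynd15, 4.67 for Cidec and 4.64 for Egr2, of which Fabp1 and Cidec serve lipid handling. Mgl2, a C-type lectin, had 4.60 and Cd83, a surface protein of DC, 4.18. The lowest log2 ratio was -5.70 for F13a1, and S100a9, a calcium-binding protein of neutrophils and monocytes, had -3.11. Of 28 dendritic cell markers, 17 were higher in lung DC and none was lower, with a median of 1.43. Of 9 markers of plasmacytoid dendritic cells, 7 were higher, among them Siglech at 1.65 and Cox6a2 at 2.39. Of 33 inflammatory genes that NF-κB induces, 19 were higher and none was lower, and of 42 immediate early and dissociation response genes 19 were higher, including the heat shock gene Hspa1a at 4.18. Lung cells, unlike PBMo, had gone through digestion with collagenase, so that this difference goes with the preparation as well as with the cell type. Markers of other cell types moved with this comparison too. The alveolar macrophage markers were higher in lung DC for 21 of 28 genes with a median of 2.33, the NK cell markers for 12 of 21 and the T cell markers for 10 of 19, while the neutrophil markers were lower for 9 of 17 and the platelet markers for 8 of 20.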

Comparing lung DC and PBMo, 1271 genes were up-regulated, and 341 were down-regulated. Furthermore, 832 genes were found to be up-regulated and 1565 genes down-regulated between lung Mϕ and DC. 

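Compared directly, lung Mϕ had more transcript of alveolar macrophage markers and of some genes of lipid handling, and the sorted lung DC more transcript of most dendritic cell and NK cell markers. Of the genes measured, 523 were more than 2-fold higher in lung Mϕ than in lung DC and 863 more than 2-fold lower. Among the highest log2 ratios were 3.25 for Wfdc21, 3.24 for Chil4 and 2.98 for Chil3, of which Chil4 and Chil3 are chitinase-like proteins, and 2.91 for Abcg1, a transporter that exports cholesterol. Among the lowest were -5.25 for Klra7, an NK cell receptor, -4.75 for Cd8b1, a T cell coreceptor chain, -4.58 for Gzma, a protease of cytotoxic granules, and -4.38 for Tbx21, a transcription factor of NK and T cells. Of the alveolar macrophage markers, 23 were higher in lung Mϕ and 1 was lower, and of the genes of lipid handling 14 were higher and 2 lower. Of the dendritic cell markers, 21 were lower in lung Mϕ and 1 was higher, with Traf1, a signalling adaptor, at -3.78. All 9 markers of plasmacytoid dendritic cells were lower in lung Mϕ, among them Ly6d at -3.57. Of the NK cell markers, 19 of 21 were lower in lung Mϕ, as were 9 of 19 T cell markers and 7 of 16 B cell markers.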

An analysis of the correlation of the M values for the regulated genes from the different hybridizations showed a high correlation with an average Pearson correlation coefficient of 0.95, indicating a high consistency between the four hybridizations per group. In a pathway analysis, using *Pathway-Express from Onto-Tools*, the cell adhesion molecule pathway was the most differentially regulated pathway in all comparisons. 

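Most genes of cell adhesion other than integrins lay within 2-fold, though a smaller share than of all genes in each comparison. Over all genes, 5.11% were past 2-fold between lung DC and PBMo, 9.96% between lung Mϕ and PBMo and 7.26% between lung Mϕ and lung DC. In the 2 comparisons with lung DC, the adhesion genes past 2-fold were mostly higher in lung DC. Of 90 such genes, 21 were more than 2-fold higher in lung DC than in PBMo and none was lower. Cadm1, an adhesion molecule of the immunoglobulin family, had a log2 ratio of 2.55, and the tight junction protein Cldn5 had 2.40. In lung Mϕ against PBMo the genes went both ways, with 10 higher and 8 lower in lung Mϕ. F11r, a junctional adhesion molecule, had 3.40 and Cdh1, the epithelial cadherin, 3.20, while Icam2, a ligand of leukocyte integrins, had -2.21. Between lung Mϕ and lung DC, 4 were higher and 18 lower in lung Mϕ, with Nectin1 at -2.40 and Cd40, a costimulatory receptor, at -2.17. Some members are also markers of other cells, such as Cd8b1 with 3.51 between lung DC and PBMo. The genes were listed before the data were examined and are not those of the paper's pathway tool.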

The antigen presentation and processing pathway was the second most differentially regulated pathway comparing lung Mϕ versus DC and DC versus PBMo.

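Lung DC had more transcript of the MHC class II chains H2-Eb1 and H2-Aa than PBMo and lung Mϕ did. Of 17 genes of MHC class II presentation, 8 were more than 2-fold higher in lung DC than in PBMo and none was lower. H2-Eb1 and H2-Aa had log2 ratios of 2.80 and 2.47, and Cd74, the invariant chain that guides them, had 2.34. Against lung DC, 9 of the genes were lower in lung Mϕ and 1 was higher, with -2.74 for H2-Aa, -2.66 for Ciita, the transactivator of class II genes, and 1.43 for Ctss, a protease that processes the invariant chain. The genes of MHC class I presentation were set apart in lung Mϕ. Of 18, none was past 2-fold between lung DC and PBMo, while 9 were lower in lung Mϕ than in PBMo, with a median of -1.03, and 9 lower than in lung DC. Of the class II genes, 1 was lower in lung Mϕ than in PBMo and none was higher. Between lung Mϕ and lung DC, Tap1, a subunit of the peptide transporter, had a log2 ratio of -1.69 and H2-K1, a class I heavy chain, -1.42.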

To further analyze and structure the microarray data, and to address the question of which gene clusters and cellular pathways are regulated during the extravasations and lung tissue differentiation process of mononuclear phagocytes, particular attention was paid to genes involved in cell trafficking, namely integrins, metallopeptidases, chemokines and chemokine receptors, as well as interleukins and interleukin receptors (Table 1). 

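Among the trafficking clusters, lung DC had more genes above the level of PBMo than lung Mϕ had. Of 59 chemokines and chemokine receptors, 24 were more than 2-fold higher in lung DC than in PBMo and 3 lower, against 14 higher and 7 lower in lung Mϕ. Of 50 metallopeptidases, 7 were higher and 1 lower in lung DC, against 3 higher and 3 lower in lung Mϕ. Of 67 interleukins and interleukin receptors, 11 were higher and none was lower in lung DC, against 10 higher and 6 lower in lung Mϕ. Of 24 integrins, 2 were higher and 1 lower in lung DC, against 1 higher and 6 lower in lung Mϕ. Itgax, the CD11c chain by which both lung populations were sorted, was higher in each. Itgam, the CD11b chain by which PBMo were sorted, was among those lower in lung Mϕ. Cxcl1, which attracts neutrophils, had a log2 ratio of 6.01 in lung Mϕ and 4.00 in lung DC, and the proinflammatory cytokine Il6 had 4.09 and 2.91. Ccr2, the receptor that draws monocytes to tissue, had -4.08 and -2.05. Ppbp, a platelet chemokine, had -4.44 and -3.65. Without genes that are also on the immediate early and dissociation response or NF-κB lists, 8 chemokines and receptors were higher in lung Mϕ than in PBMo and 1 was higher in lung Mϕ than in lung DC. The same genes were left out of the 24 higher in lung DC than in PBMo, a count that stayed within 1.5 times. Without genes that are also markers of lymphocytes, NK cells, neutrophils, platelets, red cells or mast cells, 4 chemokines and receptors were lower in lung Mϕ than in PBMo, the metallopeptidases lower than in PBMo were 1 in lung Mϕ and 0 in lung DC, and the integrins lower in lung DC than in PBMo were 0.

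**Figure D1:**
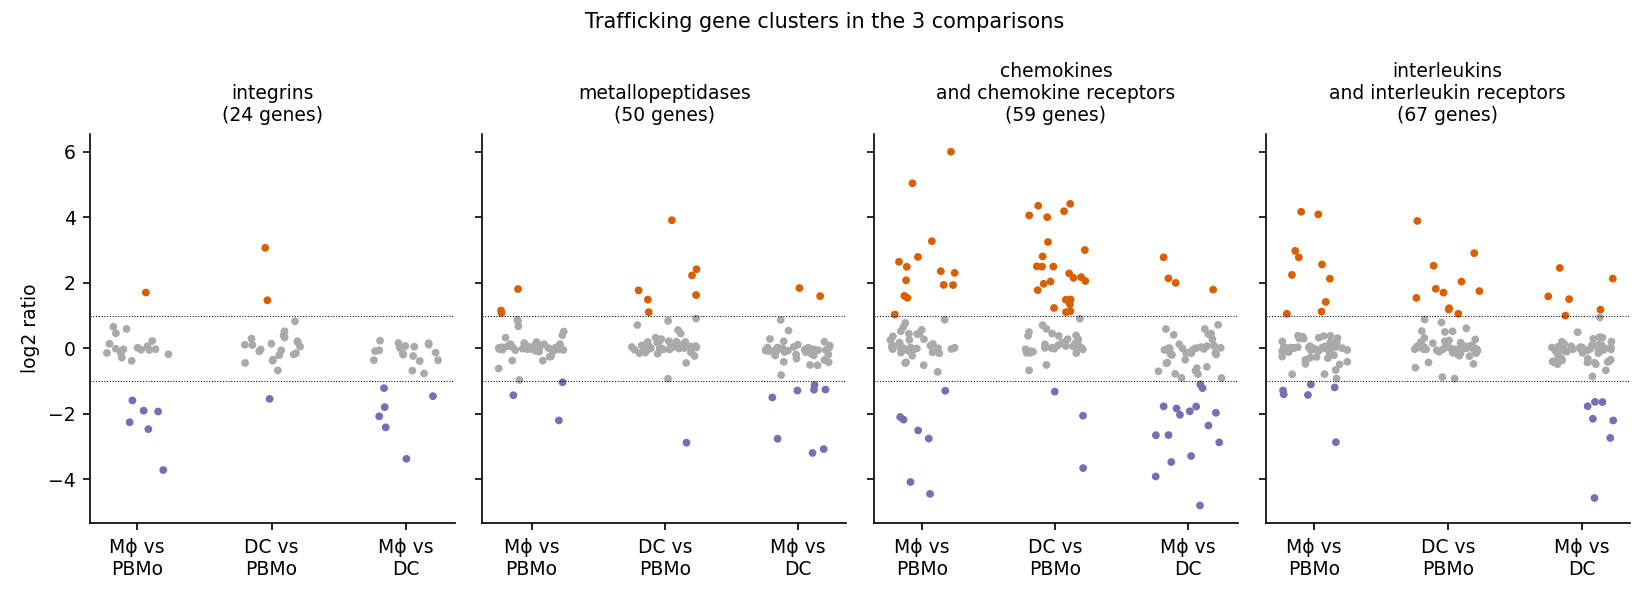
Each point is a gene and the vertical axis is its deposited log2 ratio in the comparison named below. Orange points are above 1 and violet points below -1, the dotted lines, and the horizontal place of a point within its column has no meaning. In the panel of 59 chemokines and receptors, 24 points are orange for lung DC vs PBMo and 14 for lung Mϕ vs PBMo.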

In order to visualize the results, volcano plots were created with depicted genes belonging to each cluster (Fig. 3). The highlighted genes were validated on independently sorted samples by qRT-PCR and demonstrated the same expression trends as the microarray results (Fig. 4, 5, 6). It must be noted, however, that the log intensity ratios (i.e. the coefficients displayed in Table 1) obtained from the microarray experiments after RNA preamplification do not directly equal the ΔCt values obtained from the qRT-PCR validation. This is a well-known phenomenon and due to partly not well understood factors such as the preamplification procedure itself and the limited dynamic range of fluorescence detection [25,26]. Due to this, ΔCt values obtained from the qRT-PCR analysis were often found to be higher than the coefficients for the same genes obtained from the microarray analysis. Likewise, by qRT-PCR analysis there were significant expression differences detectable in certain genes that had not been detected by the array experiments (Table 1 and Fig. 4, 5, 6).

**Table 1:** Most strongly and significantly regulated genes belonging to selected gene clusters.

**gene symbol**	**gene description**	**coefficient**		
		**MΦ vs PBMo**	**DC vs PBMo**	**MΦ vs DC**
	**metallopeptidases**			

Mmp19	matrix metallopeptidase 19 [NM_021412]	1,99	ND	2,0
Mmp13	matrix metallopeptidase 13 [NM_008607]	ND	3,81	ND
Adam23	disintegrin and metallopeptidase domain 23 [NM_011780]	ND	3,02	ND
Mmp14	matrix metallopeptidase 14 [NM_008608]	ND	2,61	-2,6
Adam8	disintegrin and metallopeptidase domain 8 [NM_007403]	ND	2,50	-3,7
Mmp12	matrix metallopeptidase 12 [NM_008605]	ND	2,39	ND
Mmp8	matrix metallopeptidase 8 [NM_008611]	ND	-2,74	ND
Adam19	disintegrin and metallopeptidase domain 19 [NM_009616]	ND	ND	-2,1
Mmp13	matrix metallopeptidase 13 [NM_008607]	ND	ND	-2,7
Adamts2	disintegrin-like and metallopeptidase	3,65	ND	ND
	with thrombospondin type 1 motif [NM_175643]			

	**chemokine/chemokine receptor**			

Cxcl1	chemokine (C-X-C motif) ligand 1 [NM_008176]	5,69	4,45	ND
Cxcl2	chemokine (C-X-C motif) ligand 2 [NM_009140]	4,76	ND	ND
Cx3cl1	chemokine (C-X3-C motif) ligand 1 [NM_009142]	4,09	4,37	ND
Ccl6	chemokine (C-C motif) ligand 6 [NM_009139]	2,70	ND	2,6
Ccl17	chemokine (C-C motif) ligand 17 [NM_011332]	2,68	4,38	ND
Ccrl2	chemokine (C-C motif) receptor-like 2 [NM_017466]	2,35	ND	ND
Ccl3	chemokine (C-C motif) ligand 3 [NM_011337]	2,25	ND	ND
Cxcl10	chemokine (C-X-C motif) ligand 10 [NM_021274]	2,06	ND	ND
Ccl2	chemokine (C-C motif) ligand 2 [NM_011333]	2,04	2,44	ND
Ccl9	chemokine (C-C motif) ligand 9 [NM_011338]	-2,07	ND	ND
Cxcl4	chemokine (C-X-C motif) ligand 4 [NM_019932]	-2,38	ND	-2,8
Cx3cr1	chemokine (C-X3-C) receptor 1 [NM_009987]	-3,36	ND	-2,7
Ccl5	chemokine (C-C motif) ligand 5 [NM_013653]	-3,72	ND	-5,9
Cxcl7	chemokine (C-X-C motif) ligand 7 [NM_023785]	-4,68	-3,42	ND
Ccr2	chemokine (C-C motif) receptor 2 [NM_009915]	-4,70	-2,04	-2,7
Ccr7	chemokine (C-C motif) receptor 7 [NM_007719]	ND	4,61	-4,4
Cxcl16	chemokine (C-X-C motif) ligand 16 [NM_023158]	ND	4,17	-2,6
Ccl4	chemokine (C-C motif) ligand 4 [NM_013652]	ND	4,09	-3,3
Ccl12	chemokine (C-C motif) ligand 12 [NM_011331]	ND	2,72	ND
Cxcr3	chemokine (C-X-C motif) receptor 3 [NM_009910]	ND	2,55	-4,2
Cxcr4	chemokine (C-X-C motif) receptor 4 [NM_009911]	ND	2,51	-2,6
Ccr9	chemokine (C-C motif) receptor 9 [NM_009913]	ND	2,45	-2,5
Ccl7	chemokine (C-C motif) ligand 7 [NM_013654]	ND	2,26	ND
Cxcr6	chemokine (C-X-C motif) receptor 6 [NM_030712]	ND	ND	-2,6

	**interleukin/interleukin receptor**			

Il1a	interleukin 1 alpha [NM_010554]	4,21	2,25	2,2
Il6	interleukin 6 [NM_031168]	4,18	ND	ND
Il18	interleukin 18 [NM_008360]	3,04	ND	2,6
Il17d	interleukin 17D [NM_145837]	2,69	ND	ND
Il1b	interleukin 1 beta [NM_008361]	2,18	3,84	ND
Il11ra1	interleukin 11 receptor, alpha chain 1 [NM_010549]	2,09	ND	ND
Il2rb	interleukin 2 receptor, beta chain [NM_008368]	-3,14	ND	-5,1
Il12b	interleukin 12b [NM_008352]	ND	3,92	-2,5
Il7r	interleukin 7 receptor [NM_008372]	ND	2,87	-2,7
Il6	interleukin 6 [NM_031168]	ND	2,82	ND
Il18r1	interleukin 18 receptor 1 [NM_008365]	ND	ND	-3,3

	**integrins**			

Itgax	integrin alpha X [NM_021334]	2,39	2,25	ND
Itga2b	integrin alpha 2b [NM_010575]	-2,02	ND	ND
Itgam	integrin alpha M [NM_008401]	-2,11	ND	-2,1
Itga4	integrin alpha 4 [NM_010576]	-2,63	ND	-2,3
Itgb7	integrin beta 7 [NM_013566]	-3,76	ND	-3,5
Itgae	integrin, alpha E, epithelial-associated [NM_008399]	ND	3,88	-3,1
Itgb3	integrin beta 3 [AK135584]	-3,64	ND	-2,8

Genes were selected to keep a false-discovery rate of 10%. Genes are indicated by their consensus name and the NCBI GenBank accession number given in square brackets. The coefficient given for the expression corresponds to log_2 _of fold change with a coefficient >0 indicating upregulation and a coefficient <0 indicating downregulation of the respective gene. 

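The deposited ratios carried the direction of each coefficient of Table 1 that could be compared. Over 47 of its 50 genes, read from the probes of the transcript that the table names, all 81 coefficients had the same sign in the deposited values, and all 81 were past 2-fold. Among the largest, Cxcl2, a chemokine for neutrophils, had a log2 ratio of 5.04 between lung Mϕ and PBMo, Ccl17, a chemokine that draws T cells, 4.41 between lung DC and PBMo, and Ccl5, which NK and T cells also make, -5.42 between lung Mϕ and lung DC. Across the 81 coefficients, which are not independent replicates, the correlation of the deposited ratio with the printed one was 0.992 with a slope of 0.934. The median absolute difference was 0.0899 for lung Mϕ against PBMo, 0.0959 for lung DC against PBMo and 0.470 for lung Mϕ against lung DC. With row numbers taken as feature numbers, 33 of the 81 had the same sign and 1 was past 2-fold. The other 3 genes were not analysed here.

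**Figure D2:**
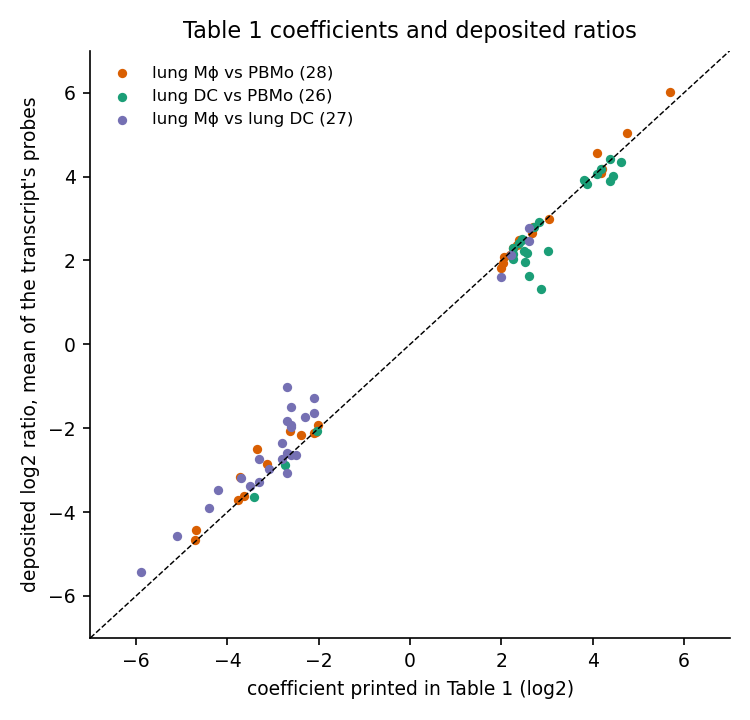
Each point is a coefficient of Table 1, with the printed log2 value on the horizontal axis and the deposited log2 ratio, the mean of the probes of the named transcript, on the vertical axis. Colours mark the comparisons, the dashed line marks equal values, and all 81 points have the same sign on both axes.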

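For the 47 genes analysed, and with the genes that Table 1 lists in more than 1 place merged, 60 combinations of a gene and a comparison are marked ND and have no coefficient. In 28 of them the deposited ratio of the named transcript was past 2-fold, 18 of these higher and 10 lower in the cell type named first. Between lung DC and PBMo these included the chemokines Cxcl2, at 3.25, and Ccl3, at 3.00, which attracts monocytes and T cells. Ccrl2, a receptor that binds chemerin, had 2.51. Il2rb, a receptor chain of IL-2 and IL-15 that NK cells also carry, had 1.70. In the comparison of lung Mϕ with lung DC they included Mmp8, a collagenase of neutrophils, at 1.84 and Il1b, a proinflammatory cytokine, at -1.76. In the other 32 entries the ratio lay within 2-fold, such as Itgax, the CD11c chain by which both lung populations were sorted, at 0.32 between them. The table lists the most strongly regulated genes, and its smallest coefficient in size is the paper's 1.99. Of the 60 ratios, 5 were past that, while those of Il2rb, Mmp8 and Il1b given here were not. The deposited values carry no false-discovery rate, which the table also required.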

Absence of a differential regulation between the respective groups is indicated by ND.

**Figure 3:**
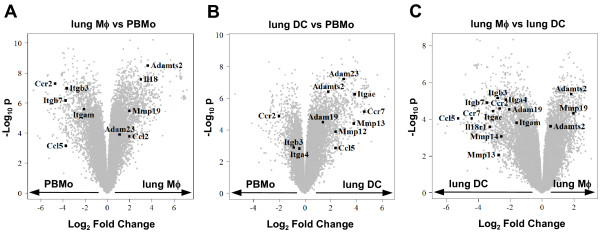
**Volcano plot representation of microarray data**. Gene expression profiles of **A) **lung Mϕ versus PBMo, **B) **lung DC versus PBMo, and **C) **lung Mϕ versus lung DC were plotted according to the log_2 _fold change (X axis) and log_10_unadjusted p-value (Y axis). The genes for which the expression has been validated by qRT-PCR are highlighted. Data are representative of four hybridizations per group.

**Figure 4:**
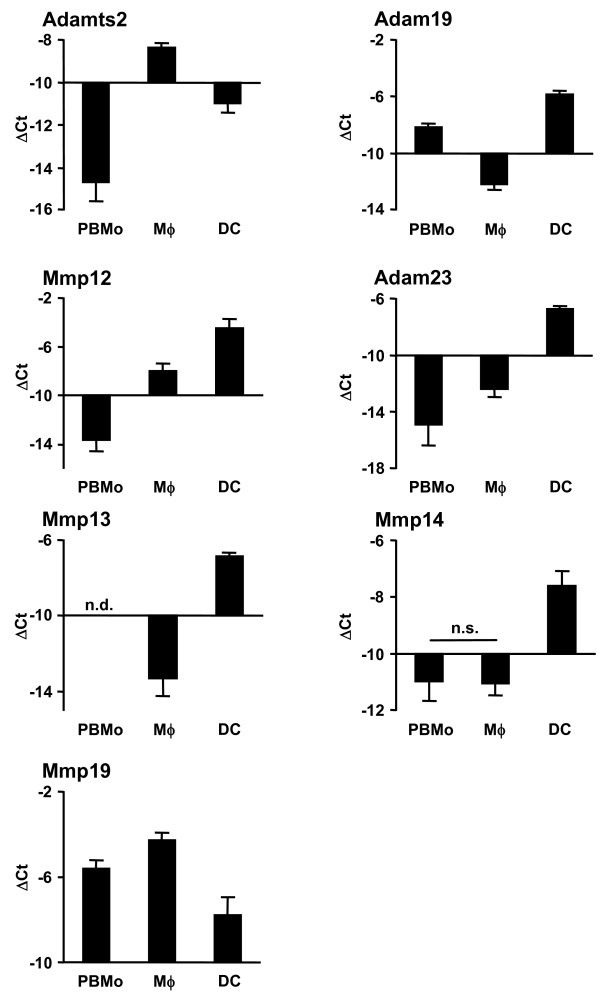
**Validation of metalloproteinase genes by qRT-PCR**. PBMo, lung Mϕ and DC were sorted as shown in Fig. 1A and 2A. mRNA expression was assessed by qRT-PCR analysis for metalloproteinases. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant). A non-detectable gene expression is indicated by n.d. (not detected).

**Figure 5:**
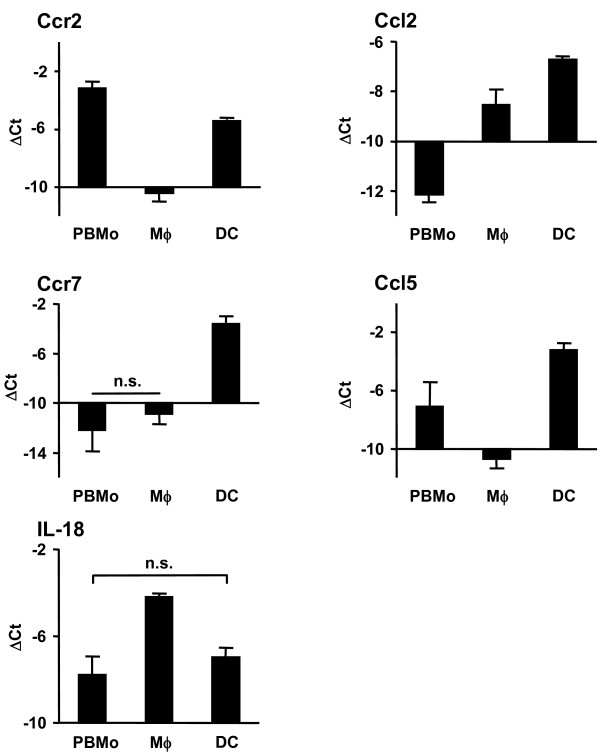
**Validation of chemokine and interleukin genes byqRT-PCR**. PBMo, lung Mϕ and DC were sorted as shown in Fig. 1A and 2A. mRNA expression was assessed by qRT-PCR analysis for chemokines and interleukins. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant).

**Figure 6:**
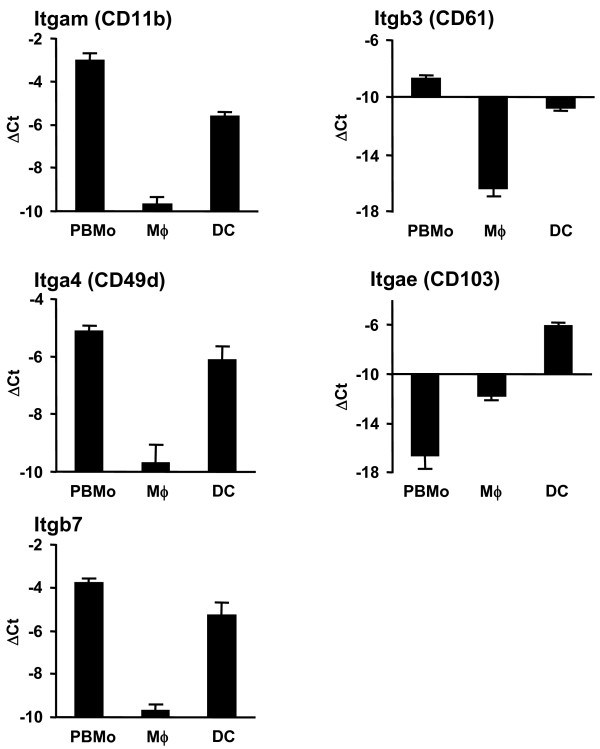
**Validation of integrin genes by qRT-PCR**. PBMo, lung Mϕ and DC were sorted as shown in Fig. 1A and 2A. mRNA expression was assessed by qRT-PCR analysis for integrins. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant).

### Isolation and gene expression profiling of subpopulations of PBMo and lung Mϕ

The microarray experiments described above were designed to compare the gene expression profiles of PBMo and their fully differentiated pulmonary progeny lung DC and lung Mϕ on a genome-wide scale. This approach, however, does not detect potential differences in gene expression between intermediate differentiation stages or distinct subpopulations of circulating or lung tissue mononuclear phagocytes, which have been ascribed different migratory and differentiation properties. Thus, the two dominant subpopulations of PBMo, the "inflammatory" (GR-1^pos^) and the "resident" (GR-1^neg^) subsets, have been attributed with different biological functions, including recruitment under inflammatory versus steady-state conditions, and differentiation into functionally different DC and Mϕ populations [5,27]. To further identify possible differences in the expression profiles of the selected genes, GR-1^high ^and GR-1^low ^PBMo were sorted for qRT-PCR analysis based on the expression of CD11b, CD115 and GR-1, as depicted in Fig. 7A. Like PBMo, lung Mϕ can be divided into two major populations according to their anatomical location, the parenchymal or interstitial Mϕ (iMϕ), and the resident alveolar macrophages (rAM). Whether these populations represent functionally different subpopulations has long been a matter of debate. Recent reports, however, indicate a functional and developmental difference, with the iMϕ being proposed as precursor cells for rAM [28]. For the separation of rAM, BALF was obtained from mouse lungs, and rAM were flow-sorted from the lavage by gating the high FL1 autofluorescent, CD11c^pos ^cell population (Fig. 7B). By lavaging one can remove > 90% of the alveolar macrophages from mouse lungs [29]. In the current experiments, the lavage procedure depleted rAM efficiently from the lungs thus enriching the iMϕ subset, following an approach used by Landsman et al. [6,28]. No additional rAM could be obtained by serial lavage, indicating an efficient lavaging procedure. Enriched interstitial Mϕ and DC were then isolated from homogenates obtained from lavaged lungs (Fig. 7C) using the sorting strategy described above (Fig. 2A).

**Figure 7:**
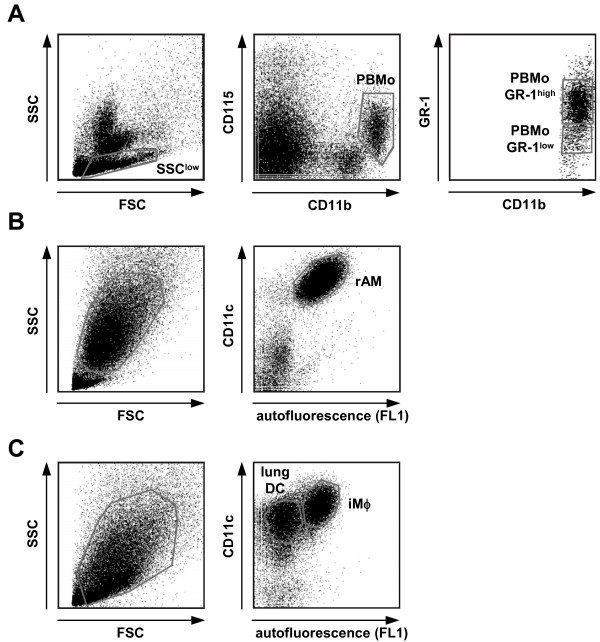
**Isolation strategy of subpopulations of PBMo and lung Mϕ**. **A) **PBMo were flow-sorted from peripheral blood leukocytes by gating on the low SSC/CD11b^pos^/CD115^pos ^population, as shown in Fig. 1. Additional gates were set on the GR-1-positive (PBMo GR-1^high^) and GR-1-negative (PBMo GR-1^low^) subsets of PBMo. **B) **Resident alveolar macrophages (rAM) were flow-sorted from BAL fluid by gating on the high FSC/high SSC/CD11c^pos^/high autofluorescent cell population. **C) **After BAL, lungs were removed, and CD11c^pos ^cells were isolated from lung homogenate using magnetic beads as described. Subsequently, CD11c^pos ^cells from lung homogenate were flow-sorted for the low autofluorescent population representing lung DC and the high autofluorescent population representing Mϕ as described. Note that the majority of rAM had been removed from lungs by lavage prior to homogenization, and that the flow-sorted Mϕ mainly represent interstitial Mϕ (iMϕ). Displayed data are representative of 5–6 independent sorting experiments per group.

The differential expression of selected genes was further evaluated in the GR-1^high ^and GR-1^low ^subsets of PBMo, iMϕ and rAM, as well as in lung DC, by qRT-PCR (Fig. 8, 9, 10). Differences in the mRNA expression of all selected genes were statistically significant, and demonstrated the same expression trends as the results obtained by microarray experiments (Fig. 8, 9, 10). In addition to microarray results, new information was obtained with respect to differences in gene expression between subpopulations of PBMo and lung Mϕ. iMϕ and rAM exhibited significantly different gene expression in 14 out of 17 analyzed genes, suggesting a functional and/or developmental difference.

**Figure 8:**
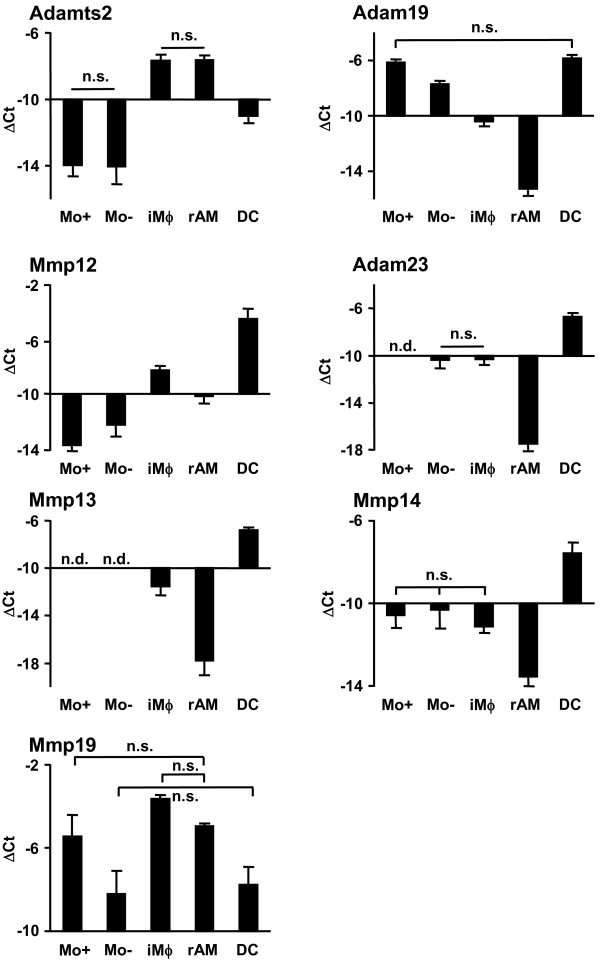
**Relative mRNA expression of metalloproteinase genes by qRT-PCR**. GR-1^high ^and GR-1^low ^PBMo, iMϕ and rAM as well as lung DC were sorted as shown in Fig. 5, and mRNA expression was assessed by qRT-PCR analysis. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant). A non-detectable gene expression is indicated by n.d. (not detected). Mo-, GR-1^low ^PBMo; Mo+, GR-1^high ^PBMo; iMϕ, interstitial lung macrophage; rAM, resident alveolar macrophage.

**Figure 9:**
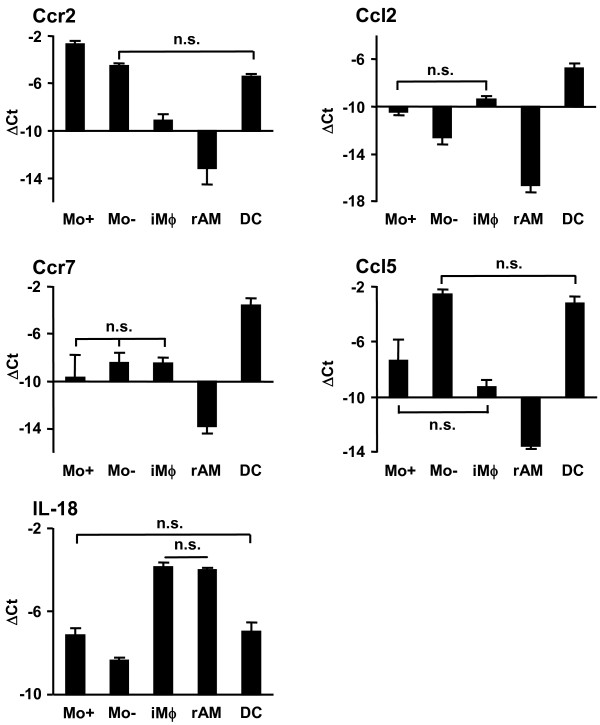
**Relative mRNA expression of chemokine and interleukin genes by qRT-PCR**. GR-1^high ^and GR-1^low ^PBMo, iMϕ and rAM as well as lung DC were sorted as shown in Fig. 5, and mRNA expression was assessed by qRT-PCR analysis. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant). Mo-, GR-1^low ^PBMo; Mo+, GR-1^high ^PBMo; iMϕ, interstitial lung macrophage; rAM, resident alveolar macrophage.

**Figure 10:**
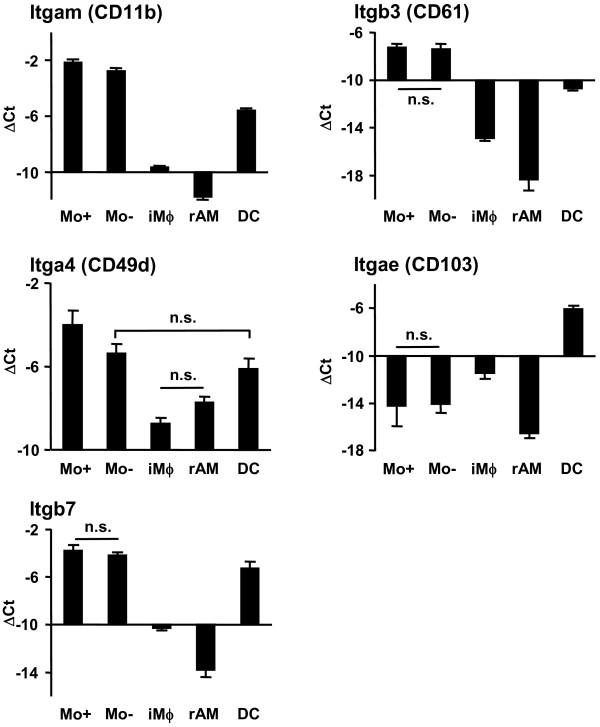
**Relative mRNA expression of integrin genes byqRT-PCR**. GR-1^high ^and GR-1^low ^PBMo, iMϕ and rAM as well as lung DC were sorted as shown in Fig. 5, and mRNA expression was assessed by qRT-PCR analysis. Data are presented as mean ± SD of 4 independent experiments per group. All differences between gene expression were statistically significant with p < 0.05 except where indicated by n.s. (not significant). Mo-, GR-1^low ^PBMo; Mo+, GR-1^high ^PBMo; iMϕ, interstitial lung macrophage; rAM, resident alveolar macrophage.

Expression levels of Mmps in PBMo subpopulation were very low or not detectable in qRT-PCR experiments except Mmp14, Mmp19 and Adam19 (Fig. 8). Expression of Mmp19 and Adamts2 did not differ between iMϕ and rAM, but both genes exhibited elevated expression compared to DC. All other Mmps examined exhibited higher expression levels in DC in comparison to iMϕ and rAM.

The GR-1^high ^and GR-1^low ^PBMo subsets did not differ in integrin expression, but significant differences were observed in all other genes analyzed, especially with respect to chemokine and chemokine receptor expression, confirming and expanding previous reports. The expression profile of lung DC was essentially similar to the expression profiles of PBMo subpopulations, while lung Mϕ subpopulations significantly differed.

### Confirmation of selected integrin expression by flow cytometry on subsets of PBMo and lung Mϕ, and lung dendritic cells

To further assess whether transcript levels demonstrated the same protein expression pattern, the integrins examined by qRT-PCR on mononuclear phagocyte populations (Fig. 10) were also assessed for cell surface expression by quantitative flow cytometry (Fig. 11). The cell surface expression levels of the respective integrin molecules demonstrated the same expression trends as the observed mRNA levels in the mononuclear phagocyte subsets analyzed. In particular, iMϕ and rAM lose expression of most selected integrins, except integrin α M, which was partially expressed by iMϕ, but was not present in rAM. In contrast, integrin β1, β2 and β3 expression remains high in lung DC. Integrin αE was expressed exclusively on a lung DC subset, and its expression pattern was identical to the expression of integrin β7, suggesting co-expression of integrins αE and β7 on subpopulation of DC, which has previously been described [30].

**Figure 11:**
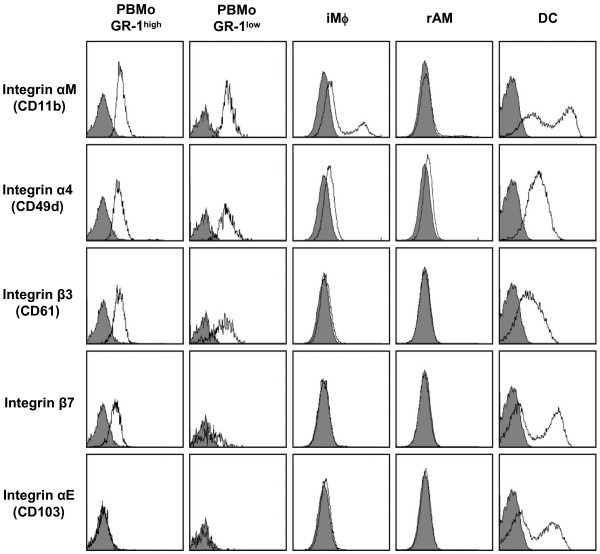
**Confirmation of the expression pattern of differentially regulated integrins with flow cytometry**. GR-1-positive (PBMo GR-1^high^) and GR-1-negative (PBMo GR-1^low^) subsets of PBMo, lung interstitial (iMϕ) and alveolar (rAM) macrophages, and lung dendritic cells (DC) were isolated as described and analyzed by flow cytometry for the expression of the indicated integrins. Gates on the respective cell populations were set as illustrated in Fig. 4. Open histograms indicate specific fluorescence of the indicated antigen; shaded histograms represent control stained cells. Displayed data are representative of three independent experiments.

## Discussion

The constant maintenance of both DC and Mϕ cell pools in the lung is essential for effective immune surveillance in pulmonary tissue. Recent reports highlight the role of PBMo that emigrate into the lung and differentiate into both lung DC and Mϕ, thereby serving as a constant supply for the renewal of the lung DC and Mϕ pool [6]. While many studies have investigated monocyte recruitment under inflammatory conditions, little is known about the pathways mediating monocyte trafficking and differentiation in lung tissue under non-inflammatory conditions [27,31,32]. Since PBMo are believed to be precursors for lung Mϕ and DC, a global gene expression profiling approach was chosen to reveal crucial differences between these cell types, to better understand their relation to one another, and to identify gene clusters relevant for the migration and differentiation process that takes place under steady-state conditions. Previous microarray studies investigating the relation, differentiation and/or maturation of monocytes, macrophages and DC have been mainly conducted *in vitro *using both murine and human cells [33-35]. A study comparing primary human AM versus AM differentiated *in vitro *from PBMo has demonstrated significant differences in gene expression profiles [36], indicating the necessity of carefully elaborating the differences and similarities between *in vivo *and *in vitro *differentiation. A recent publication from our group compared gene expression profiles of murine mononuclear phagocytes recruited to the alveolar space under non-inflammatory and inflammatory conditions using 1 K nylon arrays [37]. The present study was undertaken as the first *in vivo *investigation using cell specific whole genome expression profiling of key players in lung immunity, namely lung Mϕ and lung DC and their circulating precursors PBMo, to define the gene expression differences between these three cell populations under non-inflammatory conditions in mice. 

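Lung Mϕ were furthest from PBMo when genes were counted. Of the genes measured, 9.96% were past 2-fold between lung Mϕ and PBMo, 7.26% between lung Mϕ and lung DC, and 5.11% between lung DC and PBMo. The genes past 2-fold were on the higher side for 54.9% of the first group, 37.7% of the second and 78.6% of the third. The qRT-PCR reference gene Gapdh, an enzyme of glycolysis, was on neither side, with a log2 ratio of -0.11 between lung Mϕ and PBMo and -0.32 between lung DC and PBMo. At 1.5-fold the shares ran from 11.7% to 18.9%, and at 4-fold from 1.25% to 3.06%.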

By this, it could be demonstrated that approximately 5–10% of all genes are differentially regulated between these three cell populations which are closely related with respect to origin, destination and function. Whether these expression differences represent preformed, lineage-specific differentiation programs or are rather due to the interaction of migrating PBMo and specific micro-environmental factors of the lung must be addressed in detail in subsequent studies.

The gene expression patterns obtained from our study suggest that lung DC are phenotypically closer related to PBMo than lung tissue Mϕ. 

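Over all genes, lung DC lay nearer to PBMo than lung Mϕ did. The root mean square log2 ratio was 0.502 between lung DC and PBMo, 0.566 between lung Mϕ and lung DC and 0.717 between lung Mϕ and PBMo. The median of the blood monocyte markers followed this order, though not each gene did. Their median log2 ratio was -2.34 in lung Mϕ and -0.85 in lung DC, both against PBMo. Ly6c2 had -2.58 in lung DC and -3.74 between lung Mϕ and lung DC, and Treml4, a receptor of myeloid cells, had -0.28 and -3.23. F13a1, with -0.62 between lung Mϕ and lung DC, was low in both lung populations, and Fn1, the matrix protein fibronectin, went the other way, with -2.56 in lung DC and -1.04 in lung Mϕ. With the median of the absolute log2 ratio in place of the root mean square, the values were 0.115 between lung DC and PBMo, 0.134 between lung Mϕ and PBMo and 0.140 between lung Mϕ and lung DC. Without the 115 genes on lists of other blood cells, the root mean squares were 0.494, 0.706 and 0.549 for lung DC against PBMo, lung Mϕ against PBMo and lung Mϕ against lung DC, a setting chosen after seeing the data. Whether these distances differ by more than the pools do could not be tested. From the expression patterns of the 3 populations, the paper proposes that lung DC are closer to PBMo in phenotype than lung Mϕ are.

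**Figure D3:**
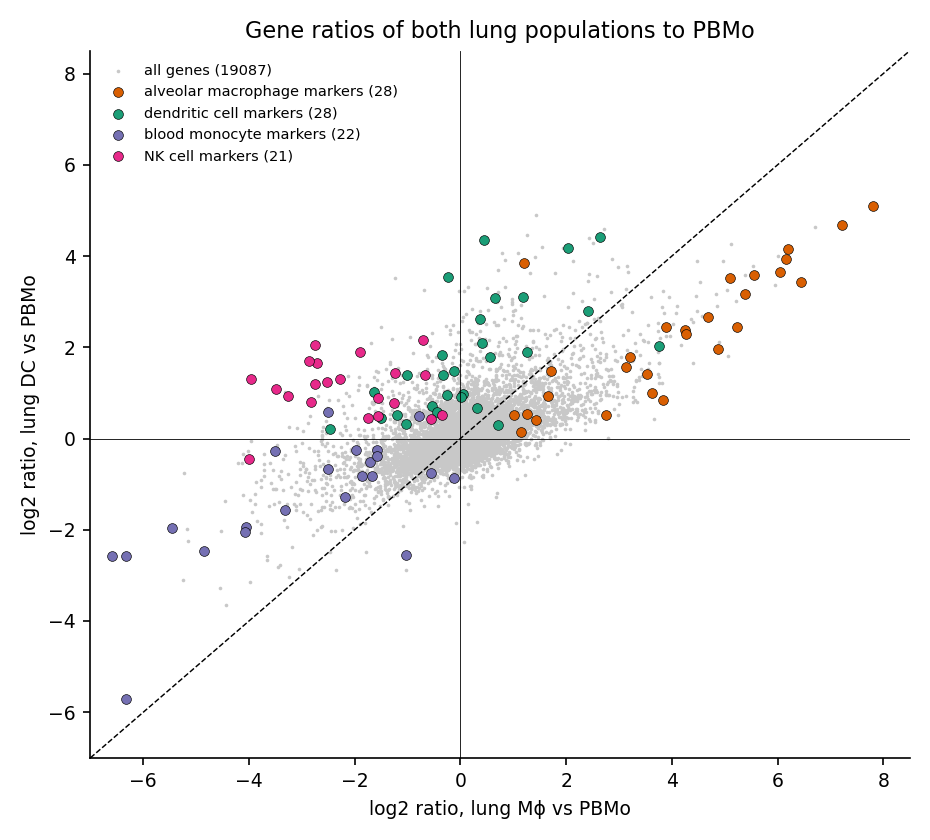
Each point is a gene, with its log2 ratio of lung Mϕ to PBMo on the horizontal axis and of lung DC to PBMo on the vertical axis. Grey points are all 19087 genes, coloured points are listed markers with their number in the legend, and the dashed line marks equal ratios. The axes share the PBMo values, so that points lie along the diagonal in part for that reason. Markers of alveolar macrophages lie to the right and below the dashed line for 27 of 28 genes.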

When further comparing the transcriptional regulation of selected genes in the lung macrophage subpopulations iMϕ and rAM by qRT PCR, the transcripts of CCR2, CCL2, CCR7 and CD61 all highly expressed in PBMo were found to be less downregulated in iMϕ compared to rAM. This finding supports a recent report by Landsman *et al*., suggesting that iMϕ are an intermediate stage in the differentiation process to rAM [28].

An important issue when interpreting DNA microarray data is whether mRNA expression levels demonstrates the same expression trends as the expression of the encoded proteins. Notably, the transcriptional expression patterns of selected integrins obtained by DNA array and qRT-PCR were found to demonstrete the same expression trend as the expression levels of the respective proteins on the cell surface as detected by flow cytometry.

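The integrins that the paper followed on the cell surface had separate patterns in the arrays. Itgb7, which pairs with α4 and αE, had a log2 ratio of -3.71 between lung Mϕ and PBMo and -0.34 between lung DC and PBMo. Itgae, the αE chain CD103, had 0.86 and 3.83 in the probe of the transcript that Table 1 names, and 0.47 and 2.31 in its other probe. Itgam, the αM chain CD11b by which PBMo were sorted, had -2.13 and -0.50 in the probe of the named transcript. Itga4, the α4 chain CD49d, had -2.06 and -0.34 in the probes of the named transcript, and its 6 probes ranged from -3.12 to -0.28 between lung Mϕ and PBMo. Itgb3, the β3 chain CD61 that platelets also carry, had -3.62 and -0.88 in the probe that Table 1 names. Its other probe had -0.88 between lung Mϕ and PBMo and 0.52 between lung DC and PBMo. The protein levels are flow cytometry results and were not analysed here.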

Lung DC and Mϕ play diverse functional roles in innate immunity, and their localization to different compartments of the lung suggests different migration properties of these cell types. Under steady-state conditions, DC largely reside in the interstitial compartment, with only minor parts located in the alveolar space, and ultimately they emigrate to the thoracic lymph nodes to present antigen to T cells. Conversely, Mϕ readily pass through the epithelial barrier and enter the alveolar airspaces, which very likely represents a terminal destination. Hypothesizing that DC and rAM residing in different environments most likely require different migration and tissue invasion capacities, differentially expressed genes were grouped into trafficking related clusters such as integrins, Mmps, chemokine and chemokine receptors, and interleukins and interleukin receptors. Integrins are key mediators of cell-cell interactions, and given their different tissue localization, DC and Mϕ most likely have to interact with different cell types or the extracellular matrix (ECM). Indeed, the paucity of integrin gene expression in rAM as compared to PBMo and lung DC suggests that rAM require less integrin-mediated cell-cell communication, which is consistent with the view of rAM being confined to the alveolar space, rather than possessing extensive migratory properties. Members of the MMP family can cleave components of the ECM, thereby facilitating cell migration [38]. Furthermore, Mmps can modulate the activity of chemokines [39], cytokines [40], and selectins [41]. Chemokines themselves also regulate Mmps and integrin avidity [42-44]. The different biological functions of DC and Mϕ would imply that these cell types have different interactions with their direct environment, suggesting the differential expression of genes that regulate cell interaction with the ECM, and responses to chemokines and cytokines. 

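The sorted lung Mϕ and lung DC differed in the transcript levels of some metallopeptidases and receptors. Of 50 metallopeptidases, 2 were more than 2-fold higher in lung Mϕ than in lung DC and 8 more than 2-fold lower. Without genes that are also markers of other blood cells, 1 was higher. The lower ones included Adam8, a membrane-bound sheddase, at a log2 ratio of -3.19 and Adamdec1, a secreted relative, at -2.76. Of 23 chemokine receptors, none was higher in lung Mϕ and 7 were lower. Ccr7, which guides DC to lymph nodes, had -3.91, Cxcr3, also a receptor of T and NK cells, -3.47, and Ccr9, a receptor of gut-homing and plasmacytoid cells, -2.65. Of 35 interleukin receptors, none was higher and 6 were lower, with -2.73 for Il18r1, also a receptor of T and NK cells, and -2.20 for Il1r2, a decoy receptor of IL-1. Il2rb, with -4.56, is also on the list of NK cell markers, of which the median between lung Mϕ and lung DC was -3.58. Most interleukins lay within 2-fold, though a smaller share than of all genes, of which 7.26% were past it. Of 32 interleukins, 6 were higher in lung Mϕ, among them Il18 at 2.46 and Il1a at 2.13, and 1 was lower. The median of the list was not set apart from that of random genes.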

Our data show that DC and Mϕ express different clusters of MMP as well as cytokine and chemokine receptor genes, indicating distinct patterns of migration properties.

It has previously been shown that Mmp2 and Mmp9 are critically required by DC for recruitment to the airways in a murine model of asthma [45] and for the migration of DC from the skin to lymph nodes [46]. While a difference in gene expression of Mmp2 and Mmp9 between lung DC and lung Mϕ could not be demonstrated by microarray, five members of the Mmp family, Adam19, Adam23, Mmp12, Mmp13 and Mmp14 were identified, which were dramatically upregulated in lung DC versus Mϕ, while Mmp19 was upregulated in both iMϕ and rAM, compared to DC. In contrast, expression of Mmps except Mmp8, Mmp19 and Adam19 in PBMo was low or not detectable, indicating that the transcriptional upregulation of these highly active enzymes is an important and immediate step in the differentiation process after PBMo emigration from the blood into the lung. However, the exact role played by these differentially expressed members of the Mmp family in cell migration, phagocytosis and antigen processing has to be further delineated. Similarly, the mechanisms by which Mmps regulate the function of chemokines, cytokines, and integrin expression, which influence DC and Mϕ migration and activity, also await elucidation. 

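The metallopeptidases named here ranged from no difference to a more than 8-fold one between lung Mϕ and lung DC. Mmp2 had a log2 ratio of 0.02 and Mmp9, a gelatinase of neutrophils and monocytes, -0.50, and neither passed 2-fold. Mmp13, a collagenase, had -3.07, and Mmp12, the macrophage elastase, -1.26. Mmp14, which is anchored in the membrane, had a mean of -1.50 over probes of -0.57 and -2.42, and Adam19 a mean of -1.28 over probes of -0.22, -1.76 and -1.88. Adam23 had a mean of -0.81 over its 3 probes, of which that of another transcript had 0.039 and differs in sign, while those of the transcript that Table 1 names had -0.77 and -1.71, with a mean of -1.24. Mmp19 was higher in lung Mϕ, with 1.60. The arrays did not separate iMϕ from rAM.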

Another important aspect of this study is the detailed delineation of the expression pattern of chemokines and their receptors in PBMo, lung Mϕ and lung DC under non-inflammatory conditions. The microarray and qRT-PCR analyses demonstrate that all three cell populations express a variety of both chemokines and receptors. The qRT-PCR analysis of the mRNA levels in iMϕ and rAM, however, indicates a more active participation in chemokine production by the iMϕ than by the rAM population.

## Conclusion

Taken together, to the best of our knowledge, this study is the first to analyze the gene expression profile of the major phagocytotic and antigen-presenting cells of the lung, Mϕ and DC, and their putative precursor cells, monocytes from peripheral blood, on a whole-genome scale under non-inflammatory, steady-state conditions. 

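The arrays had similar numbers of trafficking genes past 2-fold in each comparison, and more of them higher in lung DC. Of the 200 integrins, metallopeptidases, chemokines, interleukins and their receptors measured, 49 were past 2-fold between lung DC and PBMo, 44 of them higher in lung DC. Between lung Mϕ and PBMo 50 were past 2-fold, 28 of them higher in lung Mϕ. Between lung Mϕ and lung DC 49 were past 2-fold, 37 of them lower in lung Mϕ. Over all genes the shares past 2-fold were 5.11%, 9.96% and 7.26% in this order of comparisons, smallest between lung DC and PBMo. Genes of lung DC against PBMo came from each cluster, such as the chemokines Ccl4, at a log2 ratio of 4.06, and Cxcl16, at 4.19, the receptor Cxcr4 at 1.97, the cytokine Il1b at 3.89, and the protease Mmp25 at 1.77.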

The diversity of genes differentially regulated in the investigated clusters was found to be largest in DC corresponding to their volatility and multiple functions in antigen uptake, processing and subsequent presentation. In addition, DC preserve the high expression level of integrin and chemokine/chemokine receptor genes found in PBMo whereas lung Mϕ display much lower transcript levels of these traffic related molecules. 

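Most integrins and chemokine receptors lay within 2-fold of PBMo in lung DC and in lung Mϕ alike, though a smaller share than of all genes. Of 24 integrins, 21 did so in lung DC and 17 in lung Mϕ, where 1 was higher and 6 were lower. The lower ones included Itgal, the LFA-1 chain, with a log2 ratio of -1.59 between lung Mϕ and PBMo and -1.21 between lung Mϕ and lung DC. They also included Itgam, the CD11b chain by which PBMo were sorted. The higher one was Itgax, the CD11c chain by which both lung populations were sorted. Itgam and Itgax thus go with the sort as well as with the cell type. Of 23 chemokine receptors, 15 lay within 2-fold, 7 were higher in lung DC and 1 was lower. In lung Mϕ 19 receptors lay within 2-fold of PBMo, 3 were lower and 1 was higher, with -2.50 for Cx3cr1, the fractalkine receptor of patrolling monocytes. Against lung DC, no integrin was higher in lung Mϕ and 6 were lower, and no receptor was higher and 7 were lower. Of 36 chemokines, 17 were higher and 2 lower in lung DC than in PBMo, 13 were higher and 4 lower in lung Mϕ than in PBMo, and 4 were higher and 9 lower in lung Mϕ than in lung DC. Against PBMo, Ccl6 had 2.79 in lung Mϕ and 0.01 in lung DC, Cxcl3 had 3.27 and 1.14, and Ccl12 had 1.03 and 2.81. Cxcl3 is on the NF-κB list, of which 14 of 33 genes were higher and 4 lower in lung Mϕ than in PBMo.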

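A few matrix metallopeptidases made up the differences from PBMo. Of 20 members of the Mmp family, 2 were more than 2-fold higher in lung Mϕ than in PBMo and 2 lower, and 4 were higher in lung DC and 1 lower. Mmp12 was higher in both, with log2 ratios of 1.16 in lung Mϕ and 2.42 in lung DC. Mmp19 had 1.81 in lung Mϕ and 0.22 in lung DC. Mmp13 had 0.84 in lung Mϕ and 3.91 in lung DC, and Mmp14 had 0.13 and 1.63. Mmp9 was lower in lung Mϕ, with -1.43, and had -0.92 in lung DC. Mmp8, which is also a neutrophil marker, had -1.03 in lung Mϕ and -2.88 in lung DC. A ratio holds no level in PBMo, so that a transcript near background in all 3 cell types gives a value near 0.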

As previously poorly investigated players in pulmonary mononuclear phagocyte function, transcript levels of most members of the Mmp family were low or not detectable in PBMo, but were found to be strongly upregulated in both lung DC and Mϕ, however with a unique expression pattern of distinct Mmp family members in both cell types potentially related to cell type specific functions in lung tissue that has to be delineated in further studies.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ZZ carried out the experimental work and drafted the manuscript. JW did the statistical analysis of the microarray raw data. LC and LMM helped with the qRT-PCR validation of gene expression. WS participated in the experimental design. JL and WW initiated the study, designed the experiments, and participated in the manuscript preparation. All authors read and approved the final version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

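The arrays measured RNA of PBMo, lung Mϕ and lung DC sorted from untreated mice. In all 32 mice gave 8 RNA pools of 4 mice per cell type, and 12 hybridizations, 4 per comparison with the dyes balanced, joined the 3 cell types in a ring. The RNA had been amplified before labelling. The authors report scanning with GenePix, weighting of spots by intensity, homogeneity and saturation, correction for local background by the method of Edwards with a constant offset, LOESS normalization within arrays, averaging and a limma model over all hybridizations, with no version of limma stated. The deposited log2 ratios are, according to the authors' methods, background-corrected and LOESS-normalized values with the cell types as contrasts of that model, 1 value per spot and comparison. They were used as deposited, without a further scaling.

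The 3 columns close the ring in every spot. A model of this design fitted again to the 3 columns would therefore leave no residual, so that no moderated t-test, false-discovery rate, replicate SD or split of the samples was computed, and each result is a deposited ratio or a count of ratios past 2-fold. The number of pools and arrays sets the precision, and it could not be estimated. The signal over background of the spots was not analysed here.

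The row numbers did not follow the feature numbers of the annotation, and the order of the spots was recovered from the values, after they had been seen, as the order in which probes of the same transcript have similar ratios. The numbers of orders tried, 384 rectangular and 32 interleaved, their best scores, and the score of the chosen order on transcripts left out of the choice are given at the data. Of 33709 listed probes, 33653 had 1 gene symbol, and 56 with several symbols entered no gene. The symbols were brought up to date by gene number for 33517 probes, none of which changed, and 136 kept the annotation's name. The value of a gene is the mean over its probes, and 10744 of the 19087 genes had 1 probe. No value was missing.

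A gene was counted as higher or lower when its log2 ratio was past 1 in either direction. For 36 gene lists, written before the data were examined, the members past this threshold were counted. The median of the list was set against 10000 lists of random genes of the same size, a list being set apart among the outer 2.5% at either end. The random genes were not matched on expression level, which the ratios do not hold, so a list with a small median can be set apart. Ribosomal protein genes, none of them past 2-fold, were at percentile 0.02 with a median of -0.11 between lung Mϕ and PBMo. Genes named in the text are those of the paper's Table 1, Fig. 3 and discussion, the reference genes of qRT-PCR, the 10 highest and 10 lowest of each comparison whose probes have the same sign, and up to 4 members of each list with the largest ratios in the comparison discussed. The paper's values had been seen when this rule was written. Ctss, Itgal and Mmp25 were named outside the rule after their values had been seen. The coefficients of Table 1 were compared with the probes of the transcript that the table names, for 47 genes, and 3 genes of the table are not reported here.

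On simulated data the order of the spots was recovered in 32 of 32 layouts, each of which was among the orders searched. Of 133 genes simulated at a log2 ratio of 1.5 or 2.5, 133 were past 2-fold, as were 0 of 67 genes at 0.5 and none of the unchanged genes. Of the lists, 18 of 300 unchanged and 300 of 300 raised ones were set apart in this way. The simulated probes of a gene differed by a small random error, less than those of Mmp14 do, and pools and arrays were not simulated. The gene counts on simulated data therefore check the computation and give no error rate for the data.

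Alternatives set before the data were examined were each probe counted on its own, the probe with the largest ratios in place of the mean, each column centred on its median, thresholds of 1.5-fold and 4-fold, the middle 90% of genes or the median absolute ratio in place of the root mean square, list counts without genes shared with other lists, and list shifts by the mean or against random genes with the same number of probes. Those added afterwards were all spots counted, every probe of a gene past the threshold, and all genes without those on lists of other blood cells. The results of qRT-PCR and flow cytometry were not used here. The work was done with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the figures with matplotlib 3.10.9.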

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

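All tests in this part were chosen after the results they measure had been seen. Each result below is a signal in genes the paper does not discuss, a list whose median log2 ratio to PBMo was past 2-fold and among the outer 2.5% at either end of 10000 random lists, a list that went opposite ways in the lung populations, or the upper limit of the ratio of lung Mϕ to lung DC.

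NK cell markers had a median log2 ratio to PBMo of -2.27 in lung Mϕ and 1.19 in lung DC, opposite directions whose difference was not tested, and T cell markers had 1.15 in lung DC. If all other cells were raised alike among lung DC, the neutrophil markers would be lower in lung Mϕ, as the NK cell markers are. The neutrophil markers had a median of 0.034 between lung Mϕ and lung DC, with a lower quartile of -0.17. The upper quartile of the NK cell markers was -2.19. These values argue only against a rise alike in all other cells, since cells need not pass the sort alike. In the same comparison the medians were -0.93 for T cell, -0.44 for B cell and -0.40 for platelet markers. Those of the erythroid and of the mast cell and basophil markers were -0.073 and -0.068. A lower share of the intended cells among lung DC therefore stays open. NK or T cells among the sorted lung DC and PBMo stay open as a source, since 9 of 19 T cell markers, a list apart from the pattern, were more than 2-fold lower in lung Mϕ than in lung DC, against 19 of 21 NK cell markers, with Klra7 at -5.25 and the granule gene Gzma at -4.58, and NK cells could be there without T cells. The paper reports the sorted cells as pure by flow cytometry, without CD3 or NK1.1 on PBMo and without NK or T cell markers on lung DC, and 4 of the NK cell markers and 6 of the T cell markers are on other lists. Transcription of these genes by lung DC and PBMo themselves cannot be told apart from it, because the T cell markers, with the median of 1.15, went along between lung DC and PBMo, which leaves Ccl5, Il2rb, Il18r1, Cxcr3 and Cxcr6 of the paper's genes open.

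No gene had a log2 ratio of lung Mϕ to lung DC above 3.25, although 10 genes lay below -4, 18 were above 4 between lung DC and PBMo and 40 were above 4 between lung Mϕ and PBMo. A limited range of the array's ratios is argued against by the ratios of lung Mϕ to PBMo, which reached 7.81. A share of Mϕ RNA common to all genes in the sorted lung DC would alone give the 40 genes about the same ratio of lung Mϕ to lung DC. Their median was 1.98 with quartiles of 1.69 and 2.43. RNA of Mϕ in the sorted lung DC stays open all the same, since lung DC could add transcripts of their own. The highest value leaves lung DC at 10.5% of the Mϕ level. The purity the paper reports for the sort by CD11c and autofluorescence would leave less if cells held equal RNA. Transcription of these genes by lung DC themselves stays open too, as the lowest of the 40 values was 0.59 and none was below 0. The alveolar macrophage markers, of which 14 of 28 are on other lists, had medians of 4.07 in lung Mϕ and 2.33 in lung DC against PBMo.

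Platelet markers had a median log2 ratio of -1.20 between lung Mϕ and PBMo, and 7 of the 11 that were more than 2-fold lower in lung Mϕ were also more than 2-fold lower in lung DC, with Ppbp at -3.65 and Gp9 at -2.77. PBMo were sorted by CD11b and CD115, and 5 of the 20 markers are on other lists. Platelets in PBMo alone would lower the markers in both lung populations alike, while the 11 had a median of -0.79 between lung Mϕ and lung DC. Platelets carried along with the sorted PBMo stay open as a source, since lung DC could hold some platelet RNA too. For Pf4 this cannot be told apart from other sources, as its ratio of lung DC to PBMo was 0.18. Transcription by PBMo themselves stays open too, because the red cell gene Hba-a1, at -2.67 in lung DC, went along and red cells could be carried along on their own. The genes of the paper on this list are Ppbp (its Cxcl7), Pf4 (its Cxcl4), Itga2b and Itgb3.

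Neutrophil markers had medians of -1.09 in lung Mϕ and -1.07 in lung DC against PBMo. Blood monocyte markers had a median of -2.34 in lung Mϕ. Dendritic cell markers had a median of 1.43 in lung DC and plasmacytoid dendritic cell markers 1.25. Inflammatory genes that NF-κB induces had a median of 1.39 in lung DC, and genes of lipid handling and PPARγ targets 1.05 in lung Mϕ. Interferon-stimulated genes had medians of -2.28 in lung Mϕ and -1.02 in lung DC. Cell cycle genes had a median of 1.17 in lung Mϕ. No explanation was tested for these.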

How the results depend on the processing

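The alternatives that count all spots, ask every probe of a gene to pass, or leave out all genes on lists of other blood cells were chosen after seeing the data, and the others before. Counts are given as higher and lower for lung Mϕ against PBMo, then lung DC against PBMo, then lung Mϕ against lung DC. They were within 1.5 times those at the claims with the strongest probe of each gene, with centred columns, with every probe of a gene past the threshold and without genes on lists of other blood cells. With each probe counted on its own they were 1933 and 1611, 1447 and 366, and 1073 and 1635, because a gene then counts once per probe. At 1.5-fold they were 1981 and 1619, 1501 and 725, and 1364 and 1621, and at 4-fold 321 and 263, 209 and 30, and 66 and 253, as the thresholds bring about. With all spots they were 2133 and 1905, 1635 and 412, and 1188 and 2222, because each probe then counts on its own and spots without a symbol count too. In each of these settings more genes were higher than lower in lung Mϕ and in lung DC against PBMo, and fewer in lung Mϕ against lung DC. The root mean squares, in the same order of comparisons, were 0.749, 0.524 and 0.594 over probes, 0.315, 0.231 and 0.276 over the middle 90% of genes, and 0.706, 0.494 and 0.549 without genes on lists of other blood cells, and the medians of the absolute ratio were 0.134, 0.115 and 0.140. Lung DC against PBMo was the smallest in each of these, and lung Mϕ against PBMo the largest in all but the median of the absolute ratio, of which the cause was not tested. Centring left the root mean squares and all 630 values of the 210 named genes as they were, as no column shifted by more than 0.00507.
Of 24 counts of the paper's clusters, 16 stayed within 1.5 times at 1.5-fold, 19 without genes shared with lists of other blood cells and 22 without genes shared with the immediate early and dissociation response or NF-κB lists, and all 24 with centred columns. At 1.5-fold, the integrins had 3 higher in lung Mϕ than in PBMo and 2 lower in lung DC than in PBMo. The metallopeptidases had 6 higher and 5 lower in lung Mϕ and 2 lower in lung DC than in PBMo, the chemokines and receptors 7 higher in lung Mϕ than in lung DC, and the interleukins and receptors 10 lower in lung Mϕ and 3 lower in lung DC than in PBMo. Without genes shared with lists of other blood cells, the integrins lower in lung DC than in PBMo were 0, the metallopeptidases lower than in PBMo 1 in lung Mϕ and 0 in lung DC, the metallopeptidases higher in lung Mϕ than in lung DC 1, and the chemokines and receptors lower in lung Mϕ than in PBMo 4. Without genes shared with the immediate early and dissociation response or NF-κB lists, the chemokines and receptors were higher in lung Mϕ for 8 against PBMo and 1 against lung DC. These alternatives count fewer genes or use a lower threshold. Shifts against random genes were computed again for 8 lists in the 3 comparisons. These were MHC class I and II, NK cell, platelet and alveolar macrophage markers, immediate early, interferon-stimulated and cell cycle genes. All 24 kept their call under the mean and against random genes with the same number of probes. Both settings also draw random genes that are not matched on expression level, so they cannot show what such matching would change. With the strongest probe of each gene, 22 of the 81 coefficients of Table 1 and 134 of 630 values of named genes moved by at least the spread of spots. The other 59 and 496 include genes with 1 probe, which cannot move in this setting. They therefore do not show that the choice of probe matters little. All 481 values of named genes past 2-fold were past it in that probe too, with 0 of opposite sign. As that probe is picked for its large ratios, this was largely set by the choice.
The stricter false-discovery rate and the robust form of the moderated test were not run, because the values hold no residual. The fold threshold alone, the deposited column alone and the indirect value from the other columns are the same numbers as those at the claims, because the ring closes over genes, over probes and over the genes past 2-fold alike. Leaving out a hybridization was not possible from 1 value per comparison. No paired analysis was possible because the values of single pools are not used here. What low signal over background limits was not tested.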

Differences from the paper's values

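The paper counts a gene past 2-fold together with a false-discovery rate, and the counts here use 2-fold alone. A false-discovery rate added to 2-fold can only lower a count, so it cannot account for the paper's higher numbers. Here each gene counts once, as the mean of its probes, and the paper does not say how it treated several probes of a gene. For genes lower in lung Mϕ than in PBMo the paper gives 1440, and the count here was 857. For genes higher in lung DC than in PBMo the paper gives 1271, and the count here was 767. For genes lower in lung DC than in PBMo the paper gives 341 and the count here was 209. For genes higher in lung Mϕ than in lung DC the paper gives 832 and the count here was 523, and for genes lower in lung Mϕ than in lung DC the paper gives 1565 and the count here was 863. Among the alternatives set before the data were examined, all 5 counts came within 1.5 times the paper's with each probe counted on its own, at 1611, 1447, 366, 1073 and 1635, and with the strongest probe of each gene, at 1130, 1022, 278, 700 and 1135. None of them did with centred columns, at 854, 771, 207, 514 and 873, or at 4-fold, at 263, 209, 30, 66 and 253. At 1.5-fold the genes lower in lung Mϕ than in PBMo, at 1619, higher in lung DC than in PBMo, at 1501, and lower in lung Mϕ than in lung DC, at 1621, did, and those lower in lung DC than in PBMo, at 725, and higher in lung Mϕ than in lung DC, at 1364, did not. Counting all spots of the array, at 1905, 1635, 412, 1188 and 2222, brought all 5 within 1.5 times the paper's, a setting chosen after seeing the values, and it drops 0 of the 81 coefficients of Table 1. The genes higher in lung Mϕ than in PBMo, 1044 here, were within 1.5 times the paper's number.
Of the 81 coefficients of Table 1, 48 were within 0.25 of the paper's and 53 were smaller in size here, with a median absolute difference of 0.144 and a largest of 1.68, and 11 differed by more than 1.5-fold. For lung DC against PBMo these were Adam23, at 2.23 here and 3.02 in the paper, Mmp14, at 1.63 and in the paper 2.61, and Il7r, at 1.32 and in the paper 2.87. For lung Mϕ against PBMo it was Cx3cr1, at -2.50 and in the paper -3.36. For lung Mϕ against lung DC they were Mmp14, at -1.50 and in the paper -2.6, Adam19, at -1.28 and in the paper -2.1, Cx3cr1, at -1.83 and in the paper -2.7, Cxcr3, at -3.47 and in the paper -4.2, Cxcr4, at -1.96 and in the paper -2.6, Cxcr6, at -1.92 and in the paper -2.6, and Il7r, at -1.02 and in the paper -2.7. With the strongest probe of the transcript, Adam23 had 2.94, Mmp14 2.55 and -2.42, Adam19 -1.88, Cx3cr1 -3.42 and -2.78, Cxcr4 -2.21 and Il7r 2.53 and -1.94, whereas Cxcr3 and Cxcr6 have 1 probe.
Of the entries that Table 1 marks ND, 5 were past its smallest coefficient, the paper's 1.99, in the deposited ratios, namely Cxcl2, Ccl3, Ccrl2 and Ccl5 between lung DC and PBMo, at 3.25, 3.00, 2.51 and 2.26, and Cxcl1 between lung Mϕ and lung DC, at 2.00. The table also required a false-discovery rate.
The paper states that most of the Mmp family were higher in both lung populations than in PBMo. Of 20 members, 2 were more than 2-fold higher in lung Mϕ, 4 in lung DC, and 1, Mmp12, in both. The sets and methods are unlike, as the paper also used qRT-PCR and counts Adam genes with this family, and the 20 are array values of Mmp genes alone.
The paper states that the range of genes in the clusters was widest in lung DC. Of 200 genes, those past 2-fold numbered 49 between lung DC and PBMo and 50 between lung Mϕ and PBMo, while those higher than in PBMo numbered 44 and 28. Over all genes, 5.11% and 9.96% were past 2-fold in these comparisons. Set against these shares, the 49 stand out more than the 50, but this was not tested and the counts themselves are nearly equal. Some of the 44, such as Ccl5 and Il2rb, are also on the list of NK cell markers.
The paper states that lung Mϕ had lower levels of chemokine and chemokine receptor genes than PBMo. The paper also used qRT-PCR and, for integrins, flow cytometry, while the counts here are array values alone. Of 36 chemokines, 13 were more than 2-fold higher in lung Mϕ and 4 lower, and of 23 chemokine receptors, 1 was higher and 3 lower. Together 14 were higher and 7 lower. Without genes shared with the immediate early and dissociation response or NF-κB lists, 8 were higher, and the number lower stayed within 1.5 times. Of 24 integrins, 1 was higher and 6 lower. The higher integrin was Itgax and the lower ones included Itgam, the chains of the sorting markers CD11c and CD11b. Against lung DC, with which the paper's statement also contrasts lung Mϕ, the values go the paper's way, with 4 chemokines higher and 9 lower, 0 chemokine receptors higher and 7 lower, and 0 integrins higher and 6 lower in lung Mϕ.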

Other observations

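Interferon-stimulated genes were lower in lung Mϕ than in PBMo for 28 of 34 genes, and in lung DC for 17. Irf7, a transcription factor of the interferon response, had log2 ratios of -4.12 in lung Mϕ and -1.25 in lung DC, and the antiviral gene Mx2 had -3.63 and -1.47. Cxcl10, a chemokine on this list, went the other way, with 2.08 and 1.49. Cell cycle genes were higher than in PBMo for 22 of 43 genes in lung Mϕ and 20 in lung DC, and none was lower. Birc5 had 2.64 and 2.58. The complement genes C1qc, C1qa and C1qb had log2 ratios of 4.07, 3.97 and 3.70 in lung DC against PBMo, and 1.09, 1.40 and 0.72 in lung Mϕ. Of the list of interstitial macrophage and complement genes that they belong to, 10 of 20 were higher in lung DC. Among the pattern recognition receptors, Clec4n had 4.41 in lung Mϕ against PBMo. Genes of oxidative phosphorylation had a median of 0.29 in lung Mϕ and -0.16 in lung DC against PBMo, with none of 42 past 2-fold. Of 20 genes of cholesterol synthesis, 1 was past 2-fold between lung Mϕ and PBMo. No ribosomal protein gene of 44 was past 2-fold in any comparison, and the reference gene Actb, whose 10 probes differ in sign, had -0.0043 in lung Mϕ and -0.016 in lung DC.

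Some markers of lung structural cells were higher in both lung populations than in PBMo, and whether they come from such cells or from the sorted cells themselves was not tested. Of 19 lung epithelial markers, 5 were higher in lung Mϕ and 6 in lung DC than in PBMo, and none was past 2-fold between them. Sftpc, the surfactant protein of alveolar type 2 cells, had 3.16 and 3.65, and the club cell gene Scgb1a1 had 2.17 and 2.37. Of 18 endothelial markers, 4 were higher in lung Mϕ and 6 in lung DC, with Ramp2 at 2.04 and 2.87. Of 19 fibroblast and matrix markers, 4 were higher in each, with Mgp at 2.41 and 3.46, and 1, Pdgfrb, was lower in lung Mϕ, at -1.50. Of 6 inhibitors of metallopeptidases, 2, Timp2 and Timp3, were higher in lung DC than in PBMo, at 1.13 and 1.14. Of 11 erythroid markers, 4 were lower in each than in PBMo and 1, Epor, was higher in lung Mϕ, at 2.03, and of 11 mast cell and basophil markers, 2 were lower in lung Mϕ, Cma1 at -1.56 and Hdc at -2.09.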
